# Pristane-Induced Arthritis Loci Interact with the *Slc11a1* Gene to Determine Susceptibility in Mice Selected for High Inflammation

**DOI:** 10.1371/journal.pone.0088302

**Published:** 2014-02-05

**Authors:** Marcelo De Franco, Luciana C. Peters, Mara A. Correa, Antonella Galvan, Tatiane Canhamero, Andrea Borrego, José R. Jensen, Jussara Gonçalves, Wafa H. K. Cabrera, Nancy Starobinas, Orlando G. Ribeiro, Tommaso Dragani, Olga M. Ibañez

## Abstract

AIRmax (maximal inflammation) and AIRmin (minimal inflammation) mice show distinct susceptibilities to pristane-induced arthritis (PIA). The *Slc11a1* gene, which regulates macrophage and neutrophil activity, is involved in this infirmity. AIRmax*^SS^* mice homozygous for the non-functional *Slc11a1 S* (gly169asp) allele obtained by genotype-assisted crosses from AIRmax and AIRmin mice are more susceptible than mice homozygous for the *Slc11a1* resistant (*R*) allele. The present work sought to identify the quantitative trait loci (QTL) regulating PIA and to examine the interactions of these QTL with *Slc11a1* alleles in modulating PIA. Mice were given two ip injections of 0.5 mL pristane at 60 day intervals, and the incidence and severity of PIA was scored up to 160 days. Genome-wide linkage studies were performed to search for arthritis QTL in an F2 (AIRmax × AIRmin, n = 290) population. Significant arthritis QTL (LODscore>4) were detected on chromosomes 5 and 8, and suggestive QTL on chromosomes 7, 17 and 19. Global gene expression analyses performed on Affymetrix mouse 1.0 ST bioarrays (27k genes) using RNA from arthritic or control mice paws showed 419 differentially expressed genes between AIRmax and AIRmin mice and demonstrated significantly (P<0.001) over-represented genes related to inflammatory responses and chemotaxis. Up-regulation of the chemokine genes *Cxcl1*, *Cxcl9*, *Cxcl5*, *Cxcl13* on chromosome 5 was higher in AIRmax*^SS^* than in the other lines. *Macrophage scavenger receptor 1* and *hemeoxigenase (decycling) 1* genes on chromosome 8 were also expressed at higher levels in AIRmax*^SS^* mice. Our results show that the gene expression profiles of the two arthritis QTL (on chromosomes 5 and 8) correlate with *Slc11a1* alleles, resulting in enhanced AIRmax*^SS^* mice susceptibility to PIA.

## Introduction

Mouse lines phenotype-selected for the maximum (AIRmax) or minimum (AIRmin) acute inflammatory reactivity (AIR) were used to study the impact of the genetic control of nonspecific immunity on susceptibility to autoimmune [1], neoplastic [2], and infectious diseases [3]. AIRmax and AIRmin mice were developed through bidirectional selection, starting from a highly polymorphic population (F0) derived from the intercrossing of eight inbred mouse strains (A, DBA2, P, SWR, CBA, SJL, BALB/c and C57BL/6). The selection phenotypes chosen were localized leukocyte influx and exudated plasma proteins 24 hr after the subcutaneous injection of polyacrylamide beads (Biogel), a non-antigenic, insoluble, and chemically inert substance [4]. The progressive divergence of the AIRmax and AIRmin lines during successive generations of selective breeding reached 20- and 2.5-fold differences in leukocyte infiltration and exudated protein concentrations respectively. These differences resulted from the accumulation of alleles in quantitative trai loci (QTL) endowed with opposite and additive effects on the inflammatory response. We can consider AIRmax and AIRmin as outbred stock mice derived from eight inbred lines and submitted to extensive bidirectional selective process for strong and weak acute inflammation phenotypes. Inbreeding was avoided for the selective breeding, as such AIRmax and AIRmin mice maintain a heterogeneous genetic background but are homozygosus in acute inflammation modifier loci. Analysis of the selective processes indicated that the AIR phenotype is regulated by at least 11 QTL [2].

The acute inflammation response to Biogel, as well as susceptibility to pristane induced-arthritis [5], to *S.* enterica serotype Typhimurium infection, and to the LPS of the bacteria were all modified in these mice; and linkage analysis with microsatellite markers mapped QTL in chromosomes 1, 6, and 11 which are relevant to these phenotypes [6].

Alterations in bone marrow granulopoiesis in response to hematopoietic factors and the production of chemotactic factors by infiltrated or local resident cells both contribute to phenotypic differences between the two lines. Convergent phenotypes in AIRmax mice were observed that were characterized by high neutrophil production in bone marrow, a high number of neutrophils in the blood, high concentrations of chemotatic agents, and increased resistance of infiltrating neutrophils to spontaneous apoptosis [7].

Tissue repair was also investigated in these two lines, revealing that AIRmax mice present a high regeneration capacity in comparison to AIRmin mice. Inflammatory QTL on chromosomes 1 (*Slc11a1* gene region) and 14 were found to regulate tissue regrowth in this model [8]. Additionally, the same chromosome 1 QTL seems to regulate leukocyte and protein influx during acute inflammation, as well as arthritis incidence and severity [5].

Rheumatoid arthritis (RA) affects approximately 0.5 to 1% of the world population [9] and is modulated by immune and inflammatory processes, as well as by class II MHC (in particular the locus HLA-*DRB1*) [10], non-MHC genes [11] and environmental factors. Among RA mouse models, pristane-induced arthritis (PIA) [12] resembles the human condition by its chronic inflammatory nature, similar histopathology and dependency of specific immunity, in particular CD4+ T cells [13]. Another feature of PIA in the mouse is the requirement of microbiota stimulation [14].

Pevious studies have shown that AIRmax mice are extremely susceptible to PIA, whereas AIRmin mice are resistant [1]. The incidence and severity of PIA in AIRmax mice is similar to that of inbred DBA/1 mice [15], but is more intense than those seen in BALB/c [12] or CBA Igh^b^ [16] mice. Fifteen to 25% of the susceptible inbred individuals in lines such as BALB/c [12] and CBA Igh^b^ [17] developed arthritis 200 days after pristane injection. Specific pathogen-free CBA Igh^b^ mice do not develop this disease, but will develop arthritis upon transfer to a conventional environment in the same way as CBA Igh^b^ mice raised conventionally since birth – indicating the involvement of environmental factors in PIA [14]. Susceptibility to PIA is CD4+ T cell (Th) dependent [13] and has been associated with increased agalactosylIgG levels mediated by IL6 production [18], while protection against PIA is mediated by Th2-associated cytokines produced after hsp65 pre-immunization [19].

In contrast to the immune response profile observed in inbred mice, Th2-type response high IgG1 anti-hsp65 levels and high numbers of IL4, IL6, and TNFa secreting splenic cells were observed in susceptible AIRmax mice, following pristane treatment. On the other side, Th1-dependent IgG2a was the predominant isotype in resistant AIRmin mice and increased IFNg producing cells in spleen was evident in these mice only [1].

*SOLUTE CARRIER FACTOR 11 A 1 (SLC11A1)* gene polymorphism has been implicated in human RA susceptibility [20]. In the mouse, *Slc11a1* codes for a transport protein expressed at the membrane of macrophage phagosomes [21] and it is associated with the transport of essential ions. This gene has been described in mice as a major modulator of susceptibility to infectious diseases (first named *Natural resistance associate macrophage protein 1* (*Nramp1*) gene) [22], and is expressed in macrophages and neutrophils [23]. *Slc11a1* is pleiotropic, interfering with macrophage activation, oxidative and nitrosamine bursts [24], TNFα, IFNγ, and IL-1 production [25], and the expression of MHC class II molecules [26]. The mutation corresponding to the *Slc11a1 S* (susceptibility) allele determines a gly169asp substitution resulting in a non-functional protein [27] that promotes ion accumulations inside the phagosome that favor pathogen replication [28].

In the selection process for AIRmax and AIRmin mouse lines, the *Slc11a1 S* allele frequency was 25% in the founder population (F0), but shifted to 60% in AIRmin and to 9% in AIRmax after 30 generations of selective breeding for inflammatory response, suggesting that these frequency changes were, in fact, the result of genetic selection [3]. In order to determine if the accumulation of *Slc11a1* alleles in the AIR lines was due to selection of inflammation QTL and not a chance event, *Slc11a1* homozygous mice for the susceptibility *(S)* or resistant *(R)* alleles with either AIRmax or AIRmin genetic backgrounds were produced through genotype-assisted mating. The resulting sublines were designated AIRmax*^RR^*, AIRmax*^SS^*, AIRmin*^RR^*, and AIRmin*^SS^*. The interaction of the *Slc11a1 S* allele with high inflammatory background QTL in AIRmax mice was evident through the down-modulation of Biogel-induced early acute inflammation and resistance to *Salmonella* Typhimurium infection [6], as well as by the aggravation of pristane-induced arthritis [5].

We recently identified several acute inflammatory QTL modulating neutrophil migration, interleukin 1 beta production, and protein concentration in the exudate using the F2 intercross of AIRmax and AIRmin mice [29], [30]. Additionally, our group detected the first QTL modulating PIA in mice, the *Prtia1* locus, located on chromosome 3, using mice selected for high and low antibody production [31]. The goal of the present work was therefore to discover new PIA QTL using the AIRmax and AIRmin mouse models, and to study the molecular basis underlying *Slc11a1 R and S* alleles effect in arthritis development through gene expression profiling within these QTL.

## Materials and Methods

### Mice

AIRmax and AIRmin lines (Ibut:AIRH and Ibut:AIRL formal stock designations at ILAR, Institute for Laboratory Animal Research, National Research Council), AIRmax*^RR^*, AIRmax*^SS^*, AIRmin*^RR^*, and AIRmin*^SS^* sublines, and F2 intercrosses were developed and maintained at the animal facilities of the Laboratory of Immunogenetics of the Butantan Institute. Male and female 8 to 12- week-old mice were used in the experiments. The F2 population was obtained by intercrossing AIRmax with AIRmin mice as described [29]. All procedures were approved by the Institutional Animal Care and Use Committee of the Butantan Institute.

### Pristane-induced Arthritis (PIA)

Mice received two intraperitoneal injections with 0.5 ml of the non-immunogenic mineral oil pristine (2,6,10,14-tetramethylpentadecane, Sigma Chemical Co., San Diego, USA) at 60-day intervals. Arthritis development was examined twice weekly for 160 days, by recording arthritis incidence and maximum severity scores for each paw. The severity scores, evaluated for each paw, were: 0–no signs of arthritis; 1–mild swelling of the toes or ankle joint; 2–moderate swelling; 3–severe swelling and/or ankylosis. The maximum score possible for any animal was 12. Phenotypes were assessed twice weekly by two independent observers and the animals were considered arthritic when the mean score assigned by the two observers was ≥2 [31].

### Genome-wide SNP Genotyping

Genomic DNA was extracted from tail tips using the E.Z.N.A.® Tissue DNA Kit (Omega Bio-Tek) and quantified using the Quant-iT™ PicoGreen®dsDNA Assay Kit (Invitrogen, Carlsbad, CA). SNPs were genotyped in F2 intercross mice utilizing the Bead-Array Platform (Illumina Inc. San Diego, CA), using the 1449-SNP loci mouse linkage panel as described [29]. Searches for QTL affecting the arthritis severity phenotype under study were carried out through genome-wide linkage analyses between genotypes and phenotypes by interval mapping using GridQTL version 3.1.0 [32] that uses a linear model to fit phenotype data according to genotypes. Additive and dominant effects at the QTL were included along with other explanatory variables of sex and family. The significance thresholds of phenotype-genotype associations were estimated by genome-wide permutation analysis.

### Affymetrix Microarray Analysis

Total RNA from the footpads of mice on days 0 and 160 after the second pristane injections were isolated using the RNAspin mini kit (GE Healthcare, Buckinghamshire, UK). The concentrations of the extracted RNA were checked using Nano-Drop (Thermo scientific), and their integrity was tested using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The Affymetrix (Santa Clara, CA) Mouse Gene 1.0 ST Array was used, which is a whole transcript-based array that interrogates 28,853 well-annotated genes. Staining, hybridization, washing, and scanning of the array were performed following the manufacturers’ protocols at the AFIP-UNIFESP Molecular Facility, Federal University of Sao Paulo. Four experimental samples were run independently, providing replicates for each experimental group. Gene expression data was stored in a.cel format and subsequently exported to.txt files to be analyzed by Multi-viewer array software [33]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [34] and are accessible through GEO Series accession number GSE51516 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51516).

### Real-time Quantitative PCR

Microarray results were validated by quantitative real-time PCR using gene-specific primers. Real-time PCR amplification mixtures contained 0.5 µl template cDNA, 12.5 µl SYBRGreen PCR Master Mix (Invitrogen, Carlsbad, CA, USA), and 0.3 µM specific PCR primers. Reactions were carried out in a Chromo 4 thermocycler (Bio-Rad, Hercules, CA). Targets and housekeeping genes were amplified with the primers described in Table 1. Relative differences were calculated according to the delta-delta Ct method [35]. Microarray data was correlated with qPCR results using Pearson’s analyses.

**Table 1:** qPCR versus Microarray results correlations and primers used.

Genes	Pearson (r)	Statistics	Foward	Reverse
***Il6***	0,91	p = 0,001	5′-GTTCTCTGGGAAATCGTGGA-3′	5′-TGTACTCCAGGTAGCTATGG-3′
***Il12a***	0,89	p = 0,001	5′-GATCATGAAGACATCACACGG-3′	5′-AGAATGATCTGCTGATGGTGG-3′
***Il10***	0,84	p = 0,01	5′-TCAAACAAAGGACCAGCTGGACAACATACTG-3′	5′-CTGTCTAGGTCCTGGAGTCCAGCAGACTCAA-3′
***Il1b***	0,81	p = 0,01	5′-CAGTTCTGCCATTGACCATC-3′	5′-TCTCACTGAAACTCAGCCGT-3′
***Tnfa***	0,82	p = 0,01	5′-TCTCATCAGTTCTATGGCCC-3′	5′-GGGAGTAGACAAGGTACAAC-3′
***Csf2***	0,80	p = 0,01	5′-TGAACCTCCTGGATGACATG-3′	5′-GTGTTTCACAGTCCGTTTCC-3′
***Cxcl1***	0.89	p = 0,001	5′- TGAAGCTCCCTTGGTTCAGA-3′	5′- AGGTGCCATCAGAGCAGTCT-3′
***Msr1***	0.91	p = 0,001	5′- GGGGAGTGTAGGCGGATCAACCCC-3′	5′- CGGCCCTCATGGGCTCCACTA-3′
***Hmox1***	0.87	p = 0,001	5′- ACCAGAGTCCCTCACAGATGGCG-3′	5′- GCAGGGGCAGTATCTTGCACCA-3′
***β2microglubulin***	0.97	p = 0,001	5′TGACCGGCTTGTATGCTATC-3′	5′-CAGTGTGAGCCAGGATATAG-3′

Relative differences were calculated according to the delta-delta Ct method. Microarray data was correlated with qPCR results using Pearson’s analyses and the same four samples on each line.

### Statistical Analyses

The gene expression observed in each array was log-transformed to approximate a Gaussian distribution and then standardized over the array to adjust for systematic differences in their expressions. Differentially expressed genes were detected using Significance of Analysis of Microarray (SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line [36]. We analyzed all of the significant differentially-expressed genes for the over-represented biological themes using Expression Analysis Systematic Explorer (EASE) software [37]. This program automates the process of biological theme determination using Gene Ontology (GO) classification. EASE calculates over-representation with respect to the total number of genes assayed and annotated within each system, allowing for side-by-side comparisons of categories from categorization systems with varying levels of annotation. EASE will thus rapidly convert lists of genes into an ordered table of robust biological themes. Calculating statistics on thousands of gene categories can, however, lead to a few seemingly significant probabilities simply due to chance. To address this multiple comparison issue, we used a Bonferroni-type probability correction.

## Results

### QTL Detection

Genome-wide scanning was performed in 290 F2 intercross mice with the PIA severity scores phenotype. Figure 1 shows PIA severity quantitative trait loci (arthritis QTL) presenting high linkage significance (LODscore>4) on chromosomes 5 and 8, and several suggestive QTL on chromosomes 7, 17 and 19. The 1 LOD score confidence interval (CI) on Chromosome 5 maps from 95 to 125 Mb while on chromosome 8 the CI ranges from 40 to 85 Mb, considering LOD scores of 4.177 and 3.865 respectively. The three other suggestive QTL showed wide CI, with LOD scores around 3.

**Figure 1:**
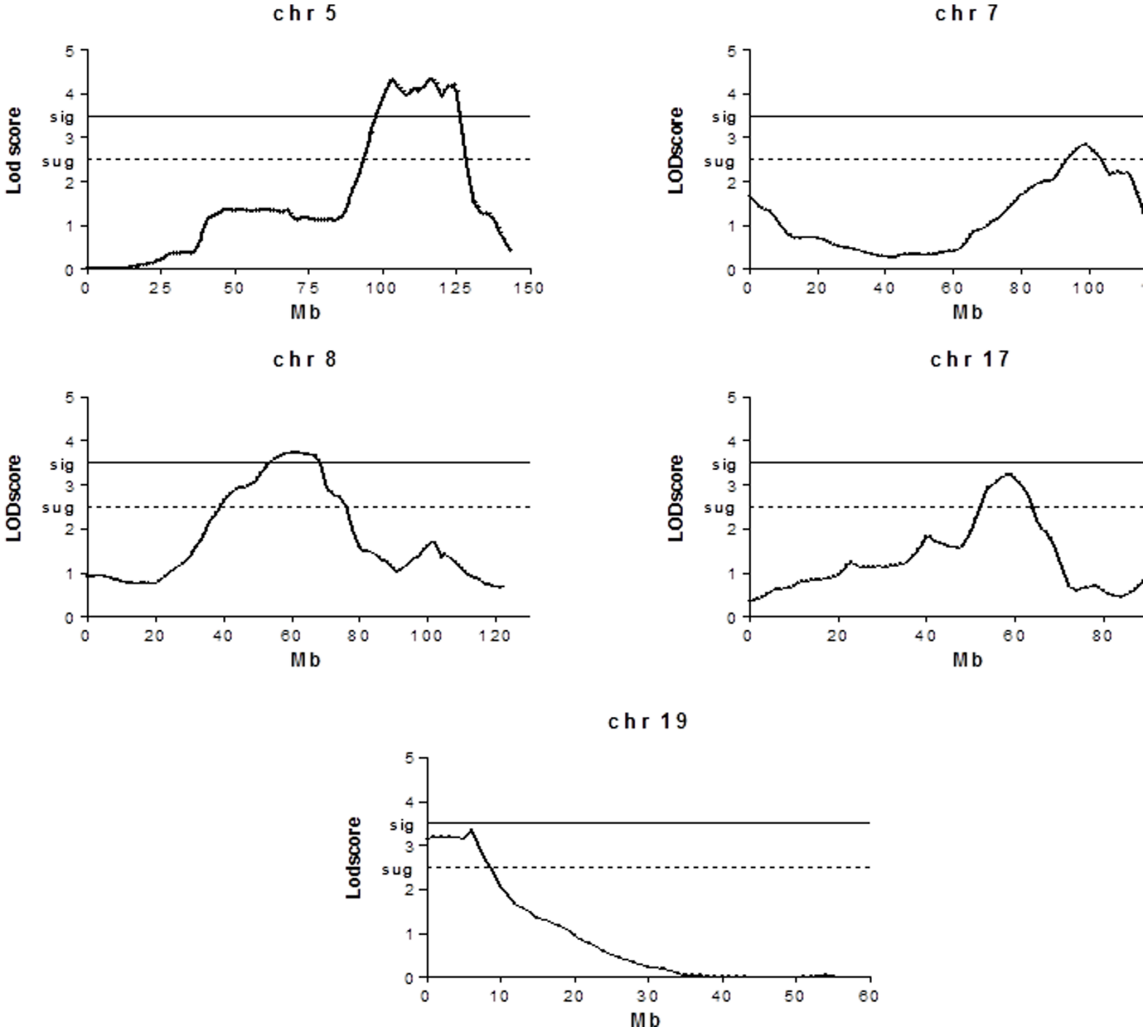
Mapping of the QTL regulating PIA severity phenotype in mice selected for acute inflammation. SNPs were genotyped in F2 intercrosses employing the Bead-Array Platform (Illumina Inc. San Diego, CA) and using the 1449-SNP loci mouse linkage panel as described. Searches for QTL affecting the arthritis severity phenotype under study were carried out using genome-wide linkage analysis between genotypes and phenotypes by interval mapping, using GridQTL version 3.1.0.

### Global Gene Expression and qPCR Analysis

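Footpad RNA was hybridized to 16 Mouse Gene 1.0 ST arrays, 4 in each of 4 groups: AIRmax control, AIRmax pristane, AIRmin control and AIRmin pristane. Each group held 2 males and 2 females. Control footpads were taken at day 0 and pristane footpads at day 160, so treatment and time go together in each line. The paper counts these days from the second pristane injection. It does not state that the control mice had received no pristane. The sample labels, however, set a control group apart from a pristane-induced group. The arrays bear the numbers 105 to 108 in AIRmax control, 109 to 112 in AIRmax pristane, 113 to 116 in AIRmin control and 117 to 120 in AIRmin pristane mice. Xist, transcribed from the inactive X chromosome, and the Y-linked genes Kdm5d, Eif2s3y and Uty separated the labelled females from the labelled males on all 16 arrays. The normalized log2 signals of the authors were used as deposited, with array medians from 5.435 to 5.53. Of 35556 probe sets, 21789 named 1 gene, and the probe set with the highest mean signal stood for each of 19938 genes. Groups were compared with limma, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. The comparisons, the rule for naming genes and 46 gene lists were set before the data were examined. On simulated arrays with the spread of the real ones, limma found 75 to 88 of 100 genes changed 2-fold. It found 92 to 99 of 100 genes changed 4-fold. For the AIRmin response limma and SAM called similar numbers there (199 and 202), while on the real arrays they called 0 and 416. The simulated recovery may thus not hold on the real arrays. It cannot show that 2-fold changes were absent in AIRmin, where Cd79a changed by -1.34 without passing (adjusted p = 0.149 from limma).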

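Serum amyloid A3 (Saa3), an acute-phase gene, had a log2 signal of 4.14 ± 0.40 in AIRmax control and 8.44 ± 0.63 in AIRmax pristane footpads (mean ± SD, n = 4 mice). In AIRmin mice the means were 3.99 ± 0.24 and 4.08 ± 0.36. The log2 fold change in AIRmax was at least 4.30 (standard error 0.31, adjusted p = 0.0024 from limma), since the other means lie near the signal of Xist in males (3.45 to 4.32) and are not shown to exceed background. In AIRmax all 4 pristane arrays lay above all 4 control arrays. Timp1, an inhibitor of matrix metalloproteinases, rose from 8.12 ± 0.17 to 10.59 ± 0.22 in AIRmax (adjusted p = 0.000369) and went from 7.82 ± 0.18 to 7.22 ± 0.47 in AIRmin (adjusted p = 0.275). Fcmr, an IgM receptor of B cells, decreased by 1.72 on the log2 scale in AIRmax (adjusted p = 0.019), while its change of -0.83 in AIRmin did not pass (adjusted p = 0.0513). The AIRmax response exceeded the AIRmin response by 4.21 for Saa3 (adjusted p of the interaction 0.000147, a size that is not exact near background) and by 3.07 for Timp1 (0.00011), and Fcmr did not pass that test (0.18).
In AIRmax, 56 of 19938 genes passed, 28 higher and 28 lower in pristane footpads. In AIRmin, limma called 0 genes, with 0.0513 as the smallest adjusted p. At an unadjusted p under 0.05 there were 2879 genes in AIRmax and 2469 in AIRmin, and SAM called 754 and 416. The groups did not overlap for 1872 genes in AIRmax (9.4%) and 1498 in AIRmin (7.5%), where chance gives 2.86%. The interaction test, which compares the responses directly, called 34 genes, each with the more positive change in AIRmax. Of 147 inflammation and chemotaxis genes, 39 of which the study names in its figures and tables, 10 rose and 1 fell in AIRmax and 0 passed in AIRmin. Adjusted over the list alone, 39 rose and 11 fell in AIRmax, against 4 and 5 in AIRmin.
These counts changed when single arrays were left out. A fit with 1 array fewer has less power, so a lower count need not mean that a particular array carried the result. All genes still called in AIRmax without array 105, 106 or 107 were among the 56. Lost power would not explain the counts that rose. In AIRmax the number called was 5 without array 105, 4 without 106, 7 without 107, 107 without 109, 16 without 110, 25 without 111 and 18 without 112. The list count of 11 became 1 without 105, 106 or 107, 3 without 110 and 6 without 112. In AIRmin, leaving out array 118 gave 138 called genes, 66 higher and 72 lower, 2 of them on the list. The interaction count was 16 without 105 or 117, 120 without 109, 17 without 112, 15 without 116, 71 without 118 and 22 without 119. With the score of a skeletal muscle gene list as a covariate, chosen after seeing the data, 1 gene passed in AIRmax, 0 in AIRmin and 8 in the interaction test. That score itself went with treatment in AIRmax (0.10 ± 0.28 in control and -0.80 ± 0.65 in pristane footpads). This fit can thus also take the response away, and it does not show that muscle content explains it. With the score of 6 granulocyte precursor genes as a covariate, also chosen after seeing the data, the counts were 473, 1114 and 462, so the order of the lines turned. It also turned with dim genes left out (22 in AIRmax and 44 in AIRmin), an alternative set in advance. The trended robust prior gave 55 and 33. AIRmax kept the higher count with all 16 arrays in 1 fit (338 and 11) and with sex as a covariate (109 and 2), both set in advance. It also did so without the 4 arrays with most granulocyte precursor signal (426 and 138), chosen after seeing the data.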

The total numbers of the up- and down-modulated inflammatory response genes are distinct in each line, being higher in AIRmax than in AIRmin mice (Figure 2). These genes are expressed in the swelled footpad of the mice, where there is a large infiltrate of inflammatory neutrophils and macrophages. 

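Cd68, a lysosomal protein of macrophages, rose in AIRmax footpads from a log2 signal of 9.60 ± 0.05 to 10.41 ± 0.20 (mean ± SD, n = 4), a log2 fold change of 0.81 (adjusted p = 0.0308 from limma). The lipopolysaccharide receptor gene Cd14 went from 6.66 ± 0.12 to 8.24 ± 0.57 (adjusted p = 0.0492). In AIRmin the mannose receptor gene Mrc1 changed by -0.81 (adjusted p = 0.0513) and did not pass. Elane, which encodes neutrophil elastase, was 10.17 ± 1.02 and 10.11 ± 1.69 in AIRmax control and pristane footpads, and 7.91 ± 1.10 and 8.83 ± 1.51 in AIRmin. Elane is also a gene of granulocyte precursors, so its signal need not come from infiltrating neutrophils. Trem1, a receptor of neutrophils and monocytes, had a log2 fold change of 1.02 in AIRmax (standard error 0.62, adjusted p = 0.483).
Of 21 macrophage and monocyte genes, 3 of them named by the study, 3 rose in AIRmax (9 adjusted over the list alone) and none fell. None passed in AIRmin, where 9 were lower adjusted over the list alone. The response of the list differed between the lines by a median of 0.93 (camera, adjusted p = 1.56e-17, or adjusted p = 0.0531 with an estimated correlation), and 5 of its genes passed the interaction test. Of 20 neutrophil genes, none named by the study, limma called 0 in either line, and 0 adjusted over the list alone. Their median log2 fold change was 0.31 in AIRmax (camera, adjusted p = 0.227) and 0.70 in AIRmin (adjusted p = 0.0179, or 0.687 with an estimated correlation). The neutrophil score spread widely within every group, with an SD of 0.82 to 1.32. It was high on 1 AIRmax control array, 108, at 1.77, against 0.05 to 0.21 on the other 3. Within groups a score of mature neutrophil genes followed that of the granulocyte precursor genes (r = 0.991). Precursors and infiltrating neutrophils were thus not told apart, and the count of 0 does not exclude an infiltrate. From AIRmax control to AIRmax pristane footpads the skeletal muscle score went from 0.10 to -0.80. The adipocyte score went from 0.25 to -0.55, without overlap. With the skeletal muscle score as a covariate, chosen after seeing the data, 1 gene passed in AIRmax, in a fit that can also take the response away. Whether the share of these tissues moved the macrophage genes was not tested. Cells were not counted here.

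**Figure D1:**
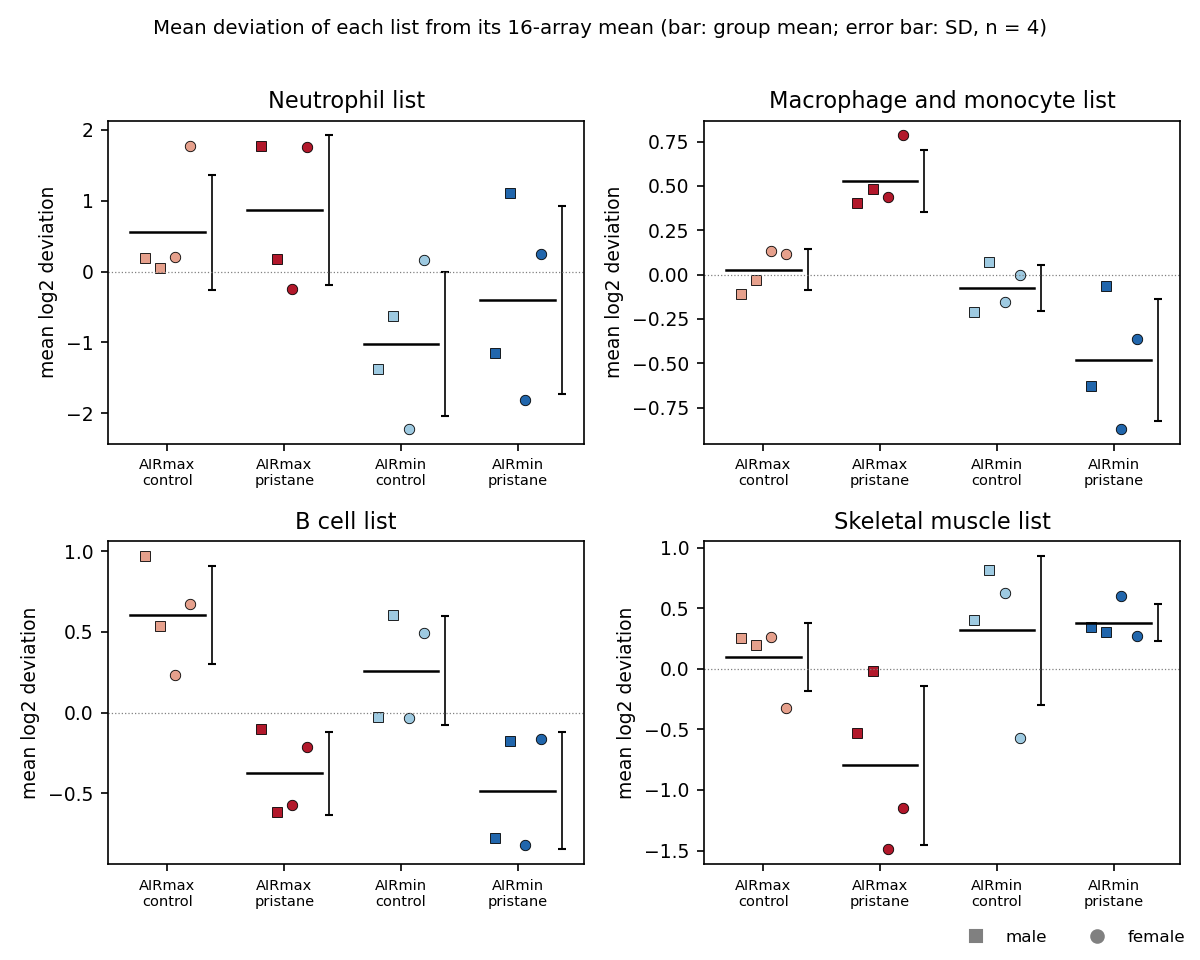
Score of 4 gene lists on each array: the mean log2 deviation of the list's genes from their mean over 16 arrays (vertical axis) for the 4 groups (horizontal axis). Squares are males, circles females, bars group means and error bars SD (n = 4). The macrophage score of AIRmax pristane arrays is at least 0.40 and that of AIRmax control arrays at most 0.13.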

Global gene expression analysis indicated 419 differentially expressed genes between AIRmax and AIRmin mice. 

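Mmp3, the gene of the matrix-degrading enzyme stromelysin 1, had a log2 signal of 10.23 ± 0.83 in AIRmax pristane and 6.34 ± 0.62 in AIRmin pristane footpads (mean ± SD, n = 4). This is a log2 fold change of 3.89 (standard error 0.43, adjusted p = 0.0108 from limma). The dicarboxylate transporter gene Slc13a3 was at 9.01 ± 1.43 in AIRmax and 5.70 ± 0.31 in AIRmin (adjusted p = 0.0362). Tpsab1, a mast cell tryptase, was lower in AIRmax, at 4.84 ± 0.23 against 7.22 ± 0.39 (adjusted p = 0.0023). Myoglobin (Mb) was also lower in AIRmax, at 9.41 ± 0.72 against 11.25 ± 0.12 (adjusted p = 0.0317). For these 4 genes the arrays of the lines did not overlap. Of 30 skeletal muscle genes, 4 of them named by the study, 5 were lower and none higher in AIRmax, 27 of them lower when adjusted over the list alone. Their median log2 fold change was -1.21 (camera, adjusted p = 2.12e-18, or adjusted p = 0.222 with an estimated correlation).
Between the pristane footpads of the lines, 271 of 19938 genes passed, 170 higher and 101 lower in AIRmax, and 157 of them differed at least 2-fold. At an unadjusted p under 0.05 there were 3757 genes. The lines did not overlap for 2162 genes (10.8%). SAM, run at the false discovery rate the study states, called 1016 genes, which included all 271. The count was 520 without array 110, 76 without 111, 42 without 112, 14 without 117, 37 without 119 and 15 without 120. It was 1519 with all 16 arrays in 1 fit and 173 with sex as a covariate, 153 of them among the 271. With the skeletal muscle score as a covariate, chosen after seeing the data, 2 genes passed. That score itself went with the lines (-0.80 ± 0.65 in AIRmax and 0.38 ± 0.15 in AIRmin), so this fit also takes line differences away. From the number of differentially expressed genes, set beside a collagen-induced arthritis study of inbred mice, the paper proposes that the heterogeneous background of both lines permitted a larger genome involvement.

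**Figure D2:**
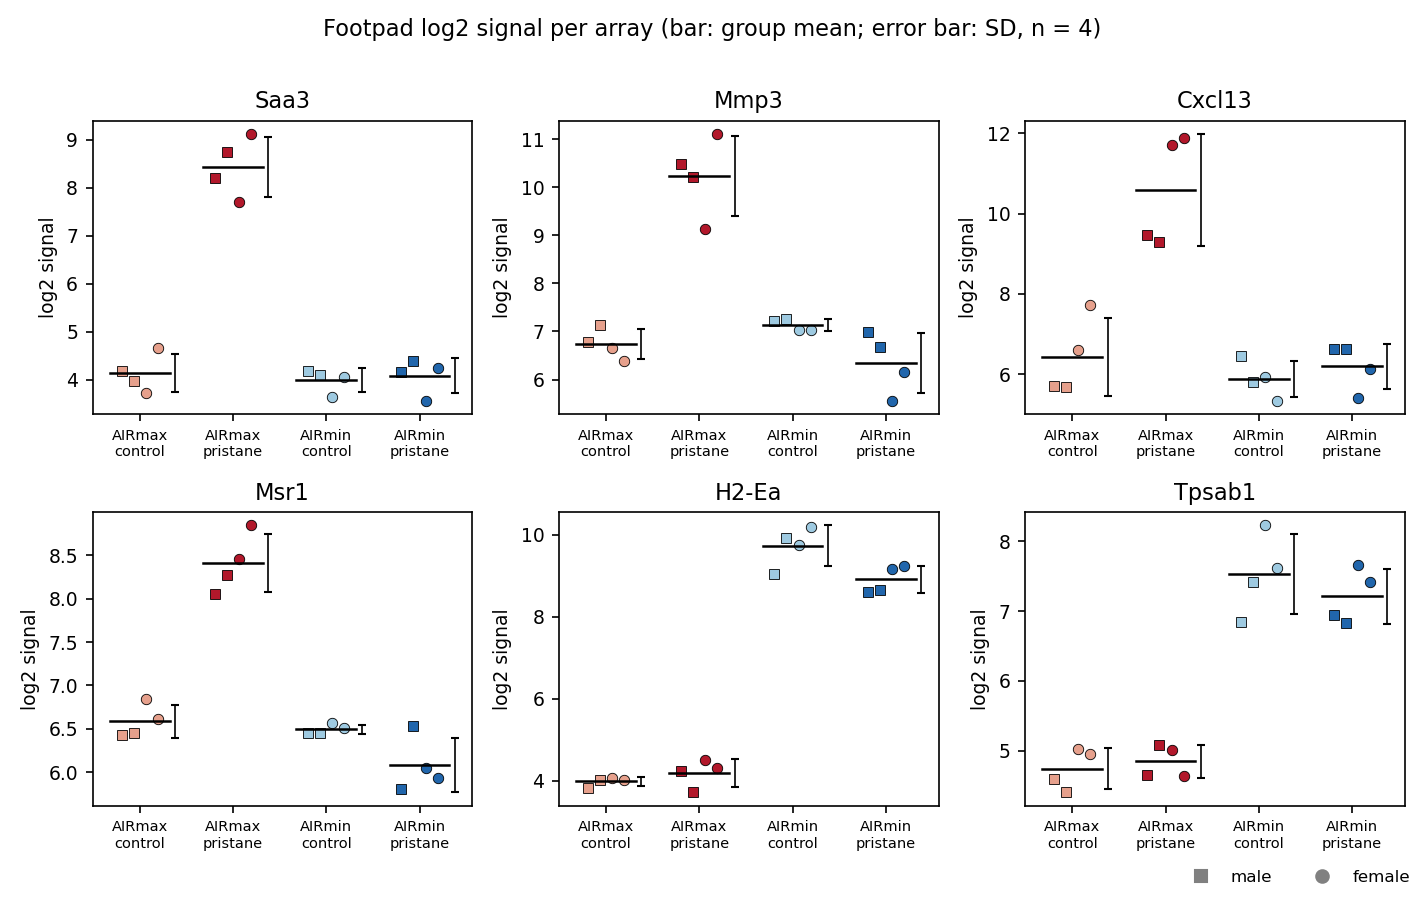
Log2 signal on each array (vertical axis) of Saa3, Mmp3, Cxcl13, Msr1, H2-Ea and Tpsab1 in the 4 groups (horizontal axis). Squares are males, circles females, bars group means and error bars SD (n = 4). The signals of Saa3, Mmp3, Cxcl13 and Msr1 are highest in AIRmax pristane footpads, and those of H2-Ea and Tpsab1 are higher in both AIRmin groups.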

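Clec4n, which encodes the fungal receptor Dectin-2, had a log2 signal of 7.30 ± 0.53 in AIRmax pristane and 4.70 ± 0.37 in AIRmin pristane footpads (mean ± SD, n = 4), a log2 fold change of 2.60 (adjusted p = 0.00853 from limma). The monocyte chemoattractant gene Ccl8 was at 8.64 ± 0.30 and 6.21 ± 0.56 (adjusted p = 0.0108). Toll-like receptor 1 (Tlr1) was at 5.88 ± 0.48 and 4.01 ± 0.23 (adjusted p = 0.0139), and all 3 genes were higher on all 4 AIRmax arrays. The AIRmin signal of Tlr1 lies near that of Xist in males (3.45 to 4.32), so its difference is not exact. Tlr1 was also called higher in AIRmax at day 0, and Ccl8 was higher there by 1.44 without overlap (adjusted p = 0.167). Clec4n passed the interaction test (adjusted p = 0.0434), while Tlr1 (0.51) and Ccl8 (0.619) did not. Of 147 inflammation and chemotaxis genes, 28 were higher and 1 was lower in AIRmax. Adjusted over the list alone, the numbers were 65 and 8. The list was over-represented among the 271 called genes (one-sided Fisher's exact test over 46 lists, adjusted p = 7.5e-24, and 1.33e-22 by the EASE score). The study names 21 of the 29 called members, so the list and the study's genes are not independent. The number of called members was 17 without array 111, 9 without 112, 3 without 117 or 120 and 7 without 119. With the skeletal muscle score as a covariate, chosen after seeing the data, only 2 of all genes passed. That fit also takes line differences away.
Among 17 CC chemokines 6 were higher, all named by the study, and among 15 CXC chemokines 3 were higher, again all named by it. Of 22 Toll-like and C-type lectin receptors 9 were higher, 6 of them named. In all, 15 of the 46 lists were over-represented by Fisher's test and 7 by the EASE score, which removes 1 called gene from each list. Those 7 were the inflammation and chemotaxis list, the collagens (13 of 26 genes), the Toll-like and C-type lectin receptors, the CC chemokines, the matrix metalloproteinases (6 of 19), the macrophage genes (6 of 21) and the skeletal muscle genes. By camera 33 lists differed, 25 higher and 8 lower, and none with an estimated correlation. Gene Ontology terms were not used here.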

EASE analysis demonstrated significantly over-represented genes (P<0.001) related to inflammatory responses and chemotaxis (Figure 3). Figures 4 and 5 show genes differentially expressed on the confidence intervals of the PIA QTLs at chromosomes 5 and 8 respectively. 

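The gene Rilpl2 had a log2 signal of 6.22 ± 0.11 in AIRmax pristane and 5.52 ± 0.19 in AIRmin pristane footpads (mean ± SD, n = 4). This is a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.0343 from limma). Pigg, an enzyme of glycosylphosphatidylinositol anchors, was lower in AIRmax, at 6.53 ± 0.16 against 7.08 ± 0.06 (adjusted p = 0.0442), as was the membrane protein gene Tmem120b, at 6.70 ± 0.12 against 7.20 ± 0.04 (adjusted p = 0.0442). With Cxcl13, these were the called genes of the chromosome 5 interval: 4 of 332, 2 higher and 2 lower in AIRmax. In the chromosome 8 interval, Lrrc25, an adaptor of myeloid cells, was at 7.38 ± 0.34 and 5.82 ± 0.47 (adjusted p = 0.0273). Hhip, which binds Hedgehog proteins, was lower in AIRmax, at 4.96 ± 0.62 against 6.51 ± 0.12 (adjusted p = 0.033). So was Asb5, a gene of the skeletal muscle list, at 5.65 ± 0.38 against 6.79 ± 0.22 (adjusted p = 0.0329). With Hmox1 they made 4 of 310 genes, again 2 higher and 2 lower. The 8 genes did not overlap between the lines.
The intervals, 95 to 125 Mb on chromosome 5 and 40 to 85 Mb on chromosome 8, were taken as the paper gives them. Gene positions came from GRCm38.p6, while the paper names no genome build, so genes near the limits are uncertain. The share of called genes was 1.2% on chromosome 5 and 1.29% on chromosome 8, against 1.36% elsewhere (Fisher's exact test, p = 1 for each). None of the 8 genes passed the interaction test or the comparison of the lines at day 0, where all 8 had the same sign and Lrrc25 and Hhip did not overlap. The chromosome 5 count was 1 without array 109, 111 or 112, 7 without 110 and 0 without 117, 119 or 120. That of chromosome 8 was 2 without 109, 8 without 110, 0 without 111, 112, 117 or 119 and 1 without 120.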

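On chromosome 5, the B cell attracting chemokine gene Cxcl13 had a log2 signal of 10.59 ± 1.40 in AIRmax pristane and 6.19 ± 0.57 in AIRmin pristane footpads (mean ± SD, n = 4). This is a log2 fold change of 4.40 (standard error 0.61, adjusted p = 0.0203 from limma), and it lies within the interval in GRCm38.p6. Cxcl5, a neutrophil chemoattractant, was at 7.43 ± 1.00 and 4.07 ± 0.19 (adjusted p = 0.0139). On chromosome 8, Hmox1, the gene of the heme-degrading enzyme heme oxygenase 1, was at 9.10 ± 0.07 and 8.02 ± 0.39 (adjusted p = 0.0321). The lines did not overlap for any of the 3. Cxcl13 no longer passed without array 117 (adjusted p = 0.0721), 119 (0.0624) or 120 (0.0646), with log2 fold changes of 4.54, 4.14 and 4.38. Over all its alternatives the adjusted p ran from 0.000763 to 0.928. Cxcl5 missed the threshold without 117 (0.0664), 119 or 120 (0.0553 for each), in a range from 7.12e-05 to 0.593. Its log2 fold changes without these arrays were 3.28, 3.35 and 3.42, which are not exact near background. Hmox1 missed it with sex as a covariate (0.0509), without the 4 arrays with most granulocyte precursor signal (0.118), and without 109, 111, 112, 117 or 119, with its log2 fold change between 0.91 and 1.12 in these fits. Over all alternatives its adjusted p ran from 0.0242 to 0.996. The highest adjusted p of each gene came from the fit with the skeletal muscle score as a covariate. There the log2 fold change of Cxcl13 was 2.00, that of Cxcl5 3.76 against 3.36 without the score (not exact, as its AIRmin signal lies near background), and that of Hmox1 0.85 against 1.07.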

Several genes related to inflammation, cell adhesion, and chemotaxis could be observed on chromosome 5, while tissue antigens, cell differentiation, hemeoxigenase and scavenger receptor genes were observed on chromosome 8. AIRmax and AIRmin *Slc11a1* sublines showed distinct gene expression profiles, reinforcing these results. Higher up-regulation of the chemokine genes *Cxcl1, Cxcl9, Cxcl5, Cxcl13* on chromosome 5 were observed in AIRmax*^SS^* than in the other lines. The *macrophage scavenger receptor 1*(*Msr1*) and *hemeoxigenase (decycling) 1*(*Hmox1*) genes on chromosome 8, were also more actively expressed in AIRmax*^SS^*mice (Figure 6). High correlations among qPCR and Microarray results can be seen in Table 1, indicating the validity of these experiments. These results revealed two significant arthritis QTL (on chromosomes 5 and 8) interacting with the *Slc11a1* gene to create a gene expression profile that contributes to the enhanced susceptibility of AIRmax*^SS^* mice to PIA.

**Figure 2:**
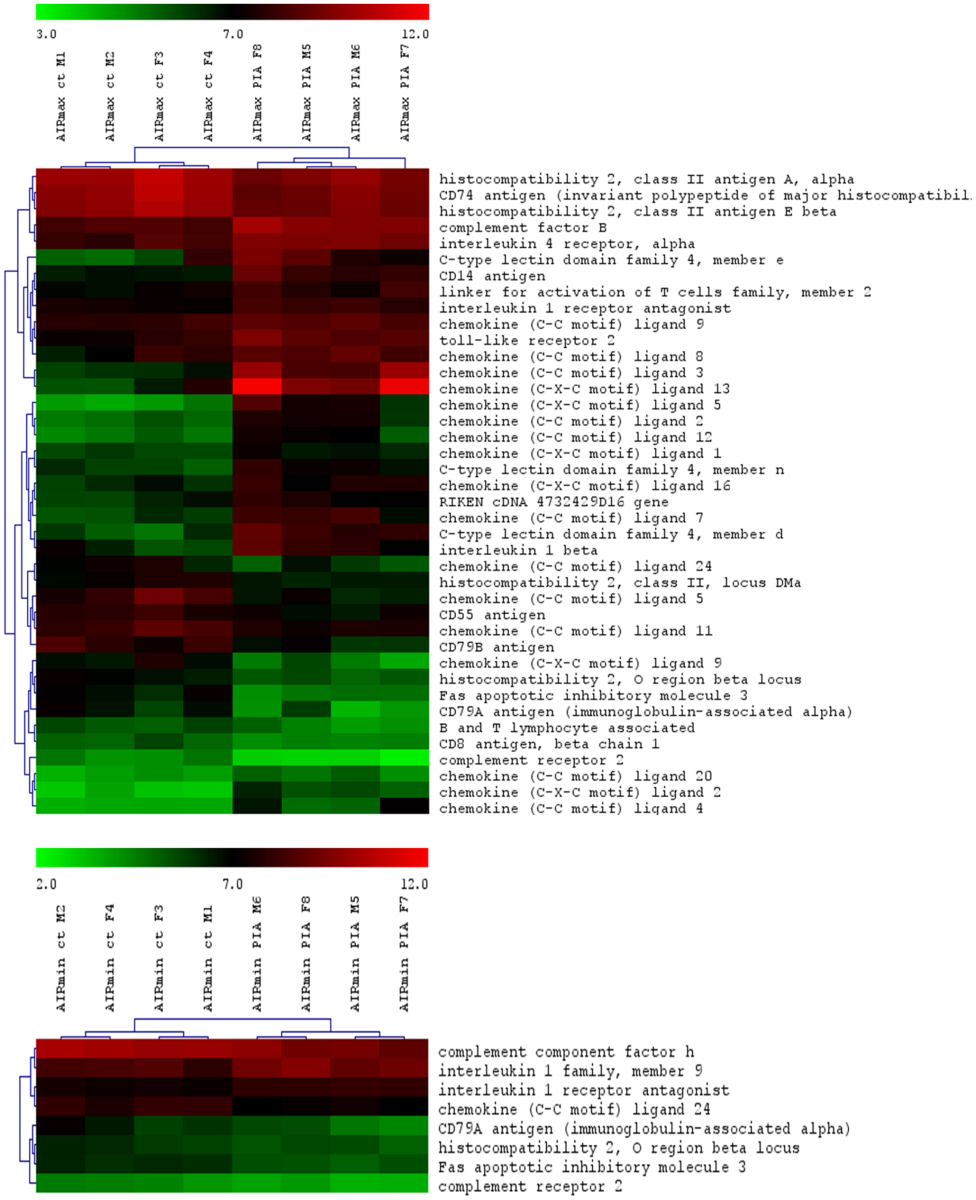
Up- and down-modulated inflammatory and chemokine genes in AIRmax and AIRmin mice. Mouse Gene 1.0(SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

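The CC chemokine gene Ccl3 rose in AIRmax footpads from a log2 signal of 6.32 ± 0.32 to 9.21 ± 0.88 (mean ± SD, n = 4), a log2 fold change of 2.89 (adjusted p = 0.0293 from limma). Clec4d, a C-type lectin receptor of myeloid cells, went from 5.79 ± 0.56 to 8.22 ± 0.49 (adjusted p = 0.0264), and the neutrophil chemoattractant Cxcl2 from 4.01 ± 0.27 to 5.88 ± 0.41 (adjusted p = 0.019). Complement receptor 2 (Cr2), found on B cells, fell from 4.93 ± 0.25 to 3.58 ± 0.25 (adjusted p = 0.021). These 4 genes showed their direction in all 4 pristane arrays against all 4 control arrays.
Of the 40 genes read from the AIRmax panel of Figure 2, all of which were measured, 10 passed. Cfb, Il4ra, Cd14, Ccl3, Cxcl5, Clec4d and Cxcl2 were higher, and H2-Ob, Fcmr and Cr2 were lower. The other 30 did not pass, among them Ccl2 at a log2 fold change of 1.83 (adjusted p = 0.0582). All 40 moved in the direction drawn, 32 of them without overlap of the groups. All 40 also passed when adjusted over the list alone, which is not independent evidence since the study chose the list from these arrays. The response differed between the lines for 6 of the 40 by the interaction test: Cfb, Cd14, Cxcl5, Ccl2, Clec4n and Ccl7.
For the AIRmin panel 7 genes were analysed here, and by limma none of the 7 passed over all genes. Fcmr and the interleukin 1 receptor antagonist gene Il1rn, the latter with a log2 fold change of 0.62 (standard error 0.09), came nearest, each with an adjusted p of 0.0513. All 7 moved as drawn without overlap, and all 7 passed at an unadjusted p under 0.05 and adjusted over the list alone.
Among the genes drawn lower, Fcmr, Cr2, H2-Ob, Cd79a and Cd79b belong to a list of 19 B cell genes, 6 of them named by the study. In AIRmax 5 of the 19 fell, 3 of them named by the study, and 0 rose. Cd79a (adjusted p = 0.118) and Cd79b (adjusted p = 0.101) did not pass there. Adjusted over the list alone, 15 were lower and 1 was higher in AIRmax. The median log2 fold change was -0.96 in AIRmax (camera, adjusted p = 1.01e-16, or adjusted p = 0.193 with an estimated correlation). In AIRmin it was -0.68 (adjusted p = 7.15e-15, or 0.306 with an estimated correlation). In AIRmax the T cell score was also lower without overlap, at 0.22 ± 0.11 in control and -0.06 ± 0.03 in pristane footpads, as was the score of lymph node stroma and venule genes.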

**Figure 3:**
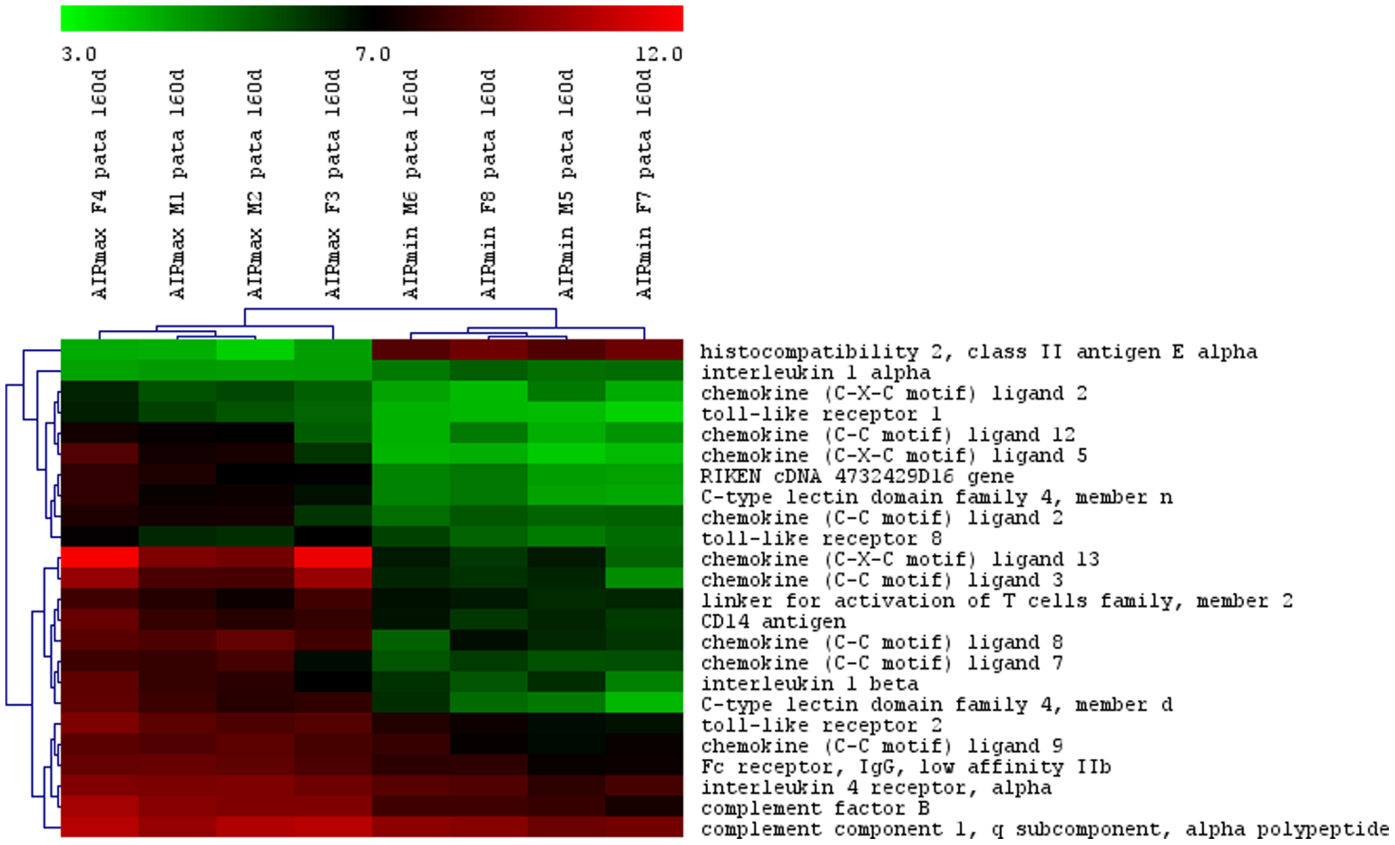
Differentially expressed inflammatory and chemokine genes in AIRmax and AIRmin mice. Mouse Gene 1.0(SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

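The monocyte chemoattractant gene Ccl7 had a log2 signal of 7.88 ± 0.72 in AIRmax pristane and 5.80 ± 0.18 in AIRmin pristane footpads (mean ± SD, n = 4), a log2 fold change of 2.09 (standard error 0.31, adjusted p = 0.0243 from limma). Il1b, which encodes the cytokine interleukin 1 beta, was at 7.96 ± 0.81 and 5.79 ± 0.61 (adjusted p = 0.0431). Interleukin 1 alpha (Il1a) went the other way, at 4.52 ± 0.06 in AIRmax and 5.28 ± 0.19 in AIRmin (adjusted p = 0.0243). The inhibitory Fc receptor gene Fcgr2b was at 8.87 ± 0.26 and 7.57 ± 0.39 (adjusted p = 0.0273). Of the 24 genes read from Figure 3, 23 passed, 21 higher and 2 lower (H2-Ea and Il1a) in AIRmax. The exception was C1qa, a subunit of the first complement component, with a log2 fold change of 0.96 (adjusted p = 0.0537). All 24 had the direction drawn, with no overlap between the lines. All 24 passed when adjusted over the list alone, but the study chose them from these arrays, so this is not independent evidence. By the interaction test, Cxcl5, Clec4n, Ccl2, Ccl7, Cd14 and Cfb responded more in AIRmax than in AIRmin. For the other 18 the difference in response did not pass. The interaction was 2.51 for Ccl7 (adjusted p = 0.0163) and 2.03 for Cd14 (adjusted p = 0.0109).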

**Figure 4:**
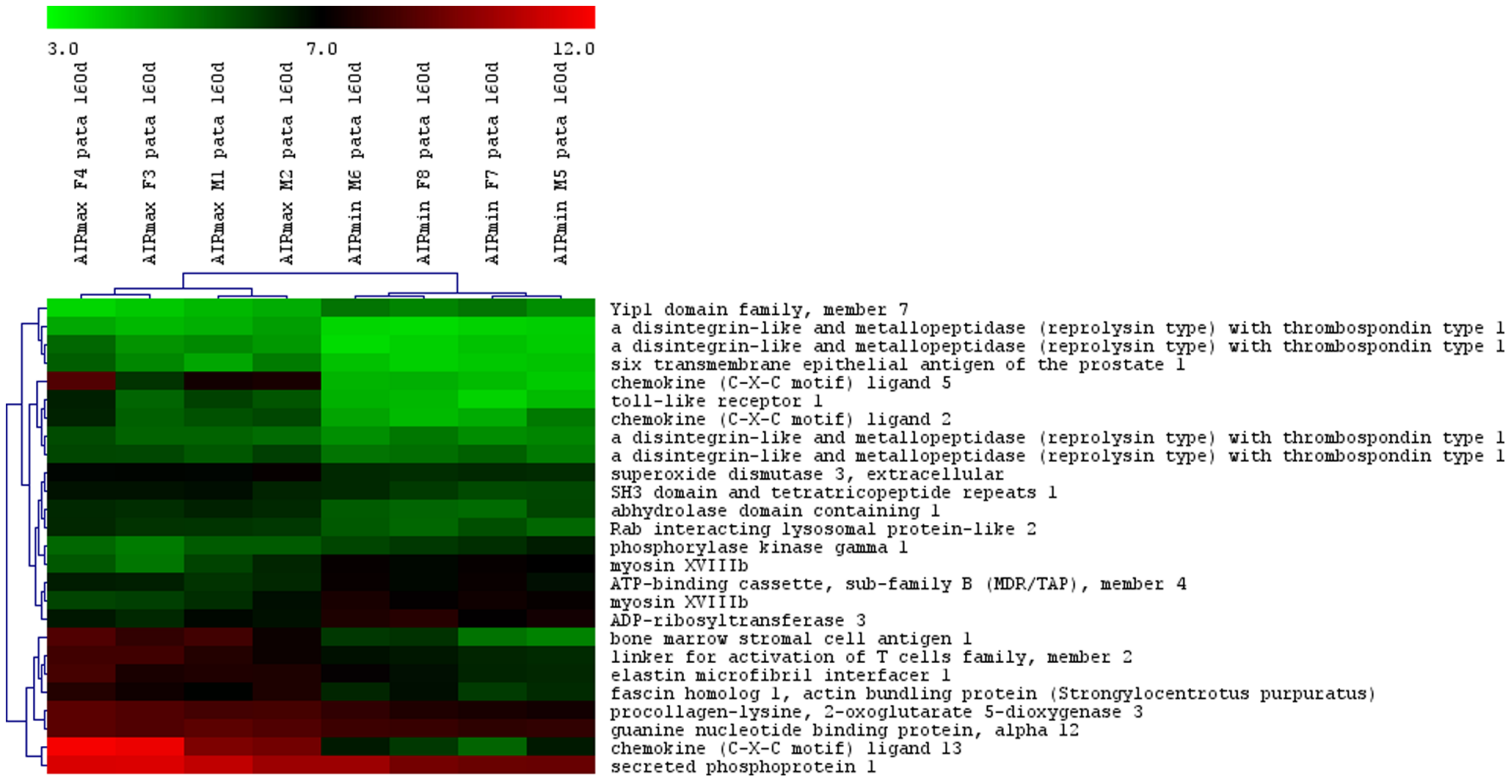
Differentially expressed genes on chromosome 5 between AIRmax and AIRmin mice. Mouse Gene 1.0(SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

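Bst1, an ectoenzyme of stromal and myeloid cells, had a log2 signal of 8.06 ± 0.55 in AIRmax pristane and 5.61 ± 0.64 in AIRmin pristane footpads (mean ± SD, n = 4). This is a log2 fold change of 2.45 (standard error 0.35, adjusted p = 0.0204 from limma). Sod3, the extracellular superoxide dismutase gene, was at 6.97 ± 0.11 and 6.33 ± 0.03 (adjusted p = 0.0204). Yipf7, a gene of the skeletal muscle list, was lower in AIRmax, at 3.96 ± 0.29 against 5.00 ± 0.19 (adjusted p = 0.0263). Of the 20 genes of Figure 4 that were measured, 14 passed, 13 of them higher and Yipf7 lower in AIRmax. Those that did not pass were Sh3tc1, Phkg1, Abcb4, Art3, Emilin1 and Myo18b, and Spp1 was not analysed here. Phkg1, a muscle phosphorylase kinase subunit, had a log2 fold change of -0.82 (adjusted p = 0.0546). All but Myo18b had the direction drawn, without overlap between the lines. Myo18b, a muscle myosin gene with 20 probe sets, was represented by the brightest, at 0.12 (adjusted p = 0.744). Its other 19 probe sets all had the direction drawn (-0.26 to -1.24), and 2 of them passed in a fit of single probe sets, at -1.24 and -0.996 (adjusted p = 0.0472 for each). Adjusted over the list alone, 19 of the 20 passed, on genes the study had chosen from these arrays. Cxcl13, Rilpl2 and Myo18b lay within 95 to 125 Mb and the other 17 elsewhere on chromosome 5 in GRCm38.p6.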

**Figure 5:**
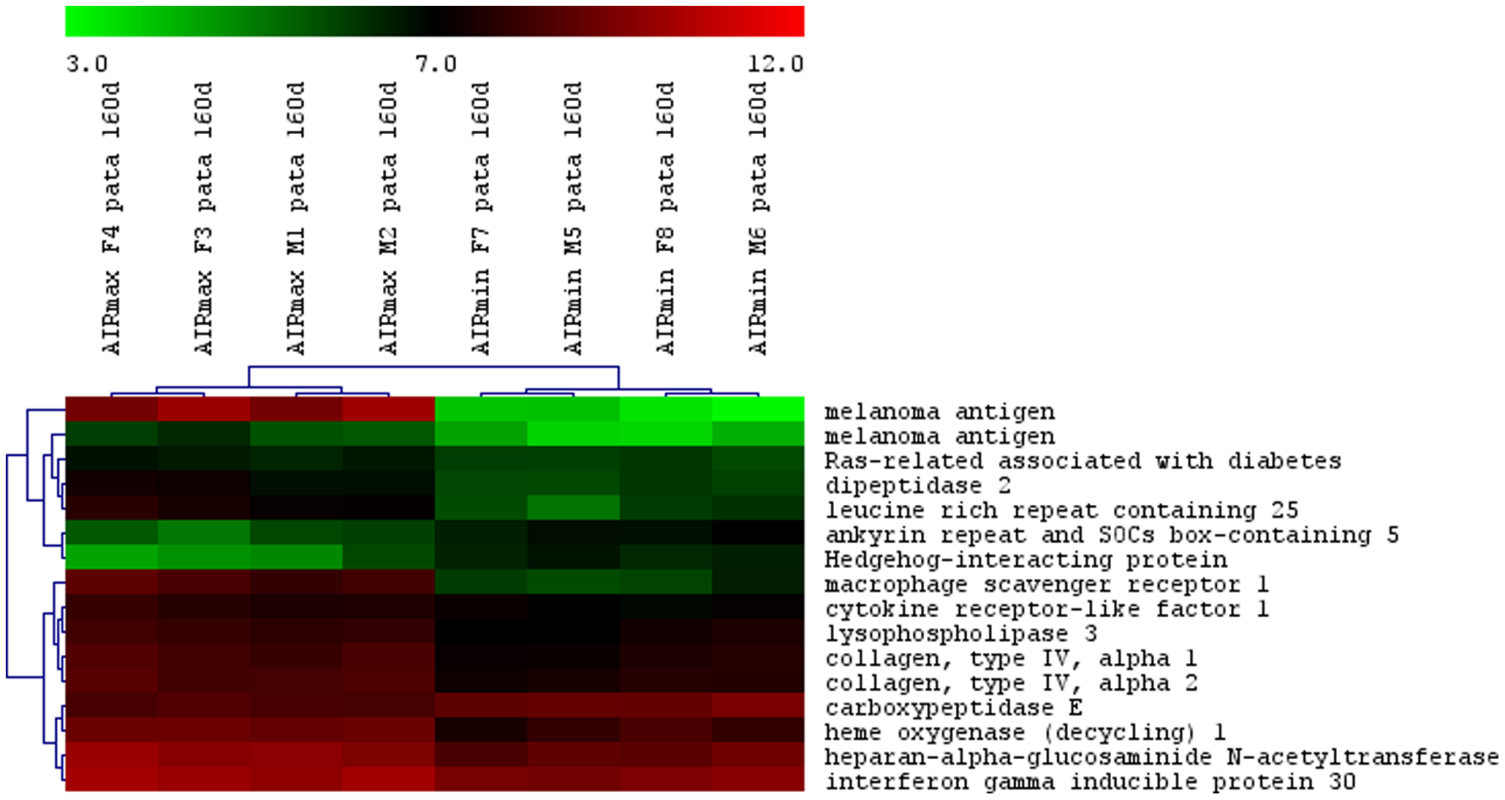
Differentially expressed genes on chromosome 8 in AIRmax and AIRmin mice. Mouse Gene 1.0(SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

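Col4a1 and Col4a2, which encode basement membrane collagens, had log2 fold changes of 0.93 (adjusted p = 0.0331 from limma) and 0.92 (adjusted p = 0.0273) between the pristane footpads of AIRmax and AIRmin mice. The log2 signal of Col4a1 was 8.37 ± 0.20 in AIRmax and 7.44 ± 0.28 in AIRmin (mean ± SD, n = 4). The dipeptidase gene Dpep2 was at 7.04 ± 0.32 and 5.97 ± 0.13 (adjusted p = 0.0243). The dimmer probe set of Dpep2 had a log2 fold change of 0.51 and did not pass in a fit of single probe sets (adjusted p = 0.234). Rrad, a GTPase of striated muscle, was at 6.59 ± 0.12 and 6.00 ± 0.13 (adjusted p = 0.0391). Of the 13 genes of Figure 5 that were measured, 9 passed, 7 higher and 2 lower (Asb5 and Hhip) in AIRmax. Cpe, Hgsnat, Pla2g15 and Ifi30 did not pass, at adjusted p values from 0.0509 to 0.0613. All 13 had the direction drawn without overlap, and all 13 passed adjusted over the list alone, which the study had chosen from these arrays. Msr1 and Rrad passed the interaction test, Rrad at 0.89 (adjusted p = 0.0163). In GRCm38.p6, 6 of the 13 genes lay within 40 to 85 Mb and 7, with Msr1 among them, elsewhere on chromosome 8.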

**Figure 6:**
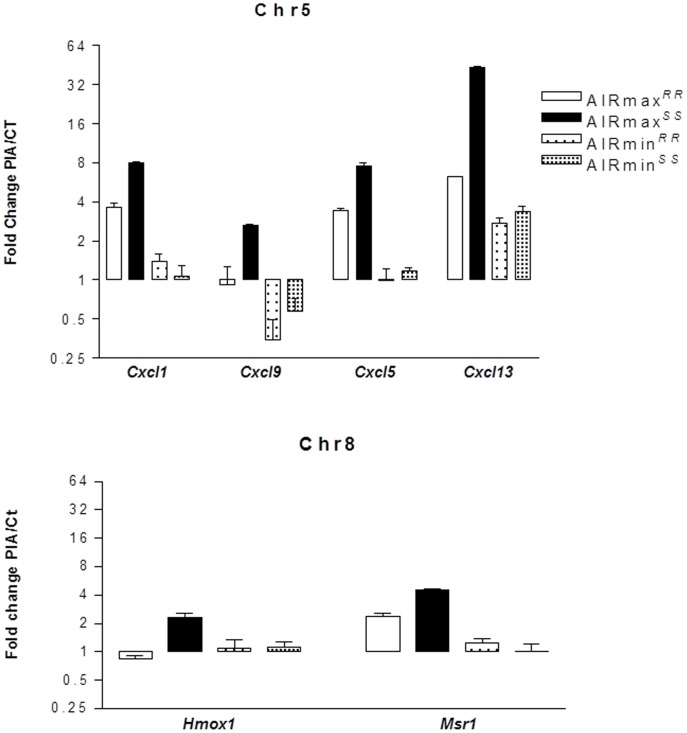
Signal intensities of differentially-expressed genes from AIRmax and AIRmin mouse sublines. Mouse Gene 1.0(SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

## Discussion

The present work mapped two new PIA QTL (*Prtia* 2 and *Prtia*3), on chromosomes 5 and 8, respectively. Three suggestive QTL were detected on chromosomes 7, 17 and 19. The first PIA loci detected in mice was *Prtia* 1 (by our group) on chromosome 3 using animals selected for high and low antibody production [31]. We also described the involvement of *Slc11a1* alleles in PIA using the present AIRmax and AIRmin mouse model [5].

We have recently mapped loci that regulate the intensity of the acute inflammatory response on chromosomes 5, 7, 8 and 17, which overlap the newly detected PIA QTL, suggesting common regulations [29], [30]. Co-located chromosome 5 QTL controlling arthritis severity and humoral responses during *B. burgdorferi* infection were identified in the F2 intercross of C3H/HeNCr and C57BL/6NCr mice [38], confirming the involvement of the chemokine *Cxcl9* gene in this model [39]. QTL on chromosomes 5 and 8 were also detected in two other arthritis models (collagen and proteoglycan induced arthritis) [40], suggesting the importance of these related gene clusters to arthritis susceptibility.

Regarding the suggestive QTL detected in this work, the loci on chromosomes 7, 17 and 19 overlap regions detected for acute inflammation where map inflammasome/integrins, MHC and ion transport related genes, respectively (Table 2) [30]. AIRmax and AIRmin mice present distinct MHC haplotypes: AIRmax H2b and AIRmin H2kd [1]. *H2Ea* gene expression was low in AIRmax mice (Figure 3), in agreement with a report describing a correlation of the H2^b^ haplotype with low *H2Ea* gene expression [41].

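H2-Ea, which encodes the alpha chain of the class II molecule I-E, had a log2 signal of 4.20 ± 0.34 in AIRmax pristane and 8.91 ± 0.33 in AIRmin pristane footpads (mean ± SD, n = 4). In control footpads it was at 3.99 ± 0.11 and 9.73 ± 0.50. AIRmax was at least 26.2-fold lower at day 160 (log2 fold change -4.71, standard error 0.21, adjusted p = 2.01e-05 from limma) and at least 53.6-fold lower at day 0 (log2 fold change -5.75, adjusted p = 6.74e-06). The AIRmax signal, up to 4.52 on array 111, lies near that of Xist in males, although levels of different probe sets compare only roughly. It is not shown to exceed background, so the folds are given as lower bounds. All 8 AIRmax arrays lay below all 8 AIRmin arrays. The call held under every alternative that tests genes at day 160, with adjusted p values from 1.11e-08 to 0.00338. In AIRmin the change after pristane, -0.82, did not pass (adjusted p = 0.213), nor did the interaction (adjusted p = 0.319). The other 11 class II presentation genes measured did not pass in either comparison of the lines. H2-Ab1, the I-A beta chain gene, had a log2 fold change of 1.18 at day 0 (adjusted p = 0.0807). Adjusted over the list alone, 4 were higher at day 160 and 10 at day 0, and H2-Ea was lower at both. The study names 7 of these 12 genes.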

**Table 2:** Differentially-expressed major candidate genes detected in microarray related to PIA QTL.

*Genes*	*Chromosomes*	*AIRmax/* *AIRmin ratio*	*GO Biological process*
*Slc11a1*	1	2.98	Transport
*Cxcl1*	5	3.78	Chemokine
*Cxcl9*	5	2.67	Chemokine
*Cxcl5*	5	12.11	Chemokine
*Cxcl13*	5	27.50	Chemokine
*Saa3*	7	21.39	Inflammation
*Il21r*	7	2.82	Inflammation
*Bcl3*	7	2.03	Apoptosis
*Msr1*	8	5.02	Scavenger
*Hmox1*	8	2.05	Angiogenesis/apoptosis
*H2ea*	17	0.03	Antigen Presentation
*Slc15a3*	19	2.55	Transport

Differentially expressed genes in AIRmax and AIRmin mice. 

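Between the pristane footpads of the lines, AIRmax was at least 20.4-fold higher for Saa3 (log2 fold change 4.35, standard error 0.30, adjusted p = 0.000591 from limma), a lower bound since the AIRmin signal is not shown to exceed background. Slc15a3, a lysosomal peptide transporter gene, had a log2 signal of 8.16 ± 0.42 in AIRmax and 6.80 ± 0.52 in AIRmin (mean ± SD, n = 4), a log2 fold change of 1.37 (adjusted p = 0.0521). Il21r, the interleukin 21 receptor gene, was at 6.37 ± 0.66 and 4.96 ± 0.27 (adjusted p = 0.057), and Bcl3, a regulator of NF-kappaB, at 7.62 ± 0.35 and 6.60 ± 0.34 (adjusted p = 0.0531). The neutrophil chemoattractant gene Cxcl1 was at 6.76 ± 0.36 and 6.19 ± 0.16, a log2 fold change of 0.57 (adjusted p = 0.132). Cxcl9, an interferon-induced T cell chemoattractant, was at 5.09 ± 0.63 and 5.00 ± 0.51 (log2 fold change 0.10, adjusted p = 0.914). Of the 11 genes of Table 2 that were measured, 6 passed, Cxcl5, Cxcl13, Saa3, Msr1 and Hmox1 higher and H2-Ea lower in AIRmax. Slc11a1, the 12th, was not analysed here.
The calls of Slc15a3, Il21r and Bcl3 turned on the processing. Bcl3 passed with standardized arrays (adjusted p = 0.0414), quantile normalization (0.0406) and 5 other alternatives, and its adjusted p ran from 0.00704 to 0.996. For Slc15a3 the range was 0.00835 to 0.996 and for Il21r 0.00488 to 0.996. Cxcl1 passed with all 16 arrays in the fit (adjusted p = 0.0286, range to 0.996). The sign of Cxcl9 turned without array 109 (log2 fold change -0.18) or 117 (-0.05), and in both fits that dealt with granulocyte precursor signal (-0.17 and -0.33), and it passed under no alternative (adjusted p from 0.593 to 0.996). The call of Saa3 ended only with the skeletal muscle score as a covariate (log2 fold change 4.60, adjusted p = 0.142), where its range began at 3.39e-07.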

Mouse Gene 1.0 ST Array was used. Differentially expressed genes were detected using Significance of Analysis of Microarray (SAM) software (Two class unpaired, FDR ≤5%) that examined the data from four biological replicates on each line.

The total number of up- and down-regulated genes in each line was distinct, as can be seen in Figure 2. More genes were modulated in AIRmax than in AIRmin mice, although we observed an over-representation of genes related to inflammatory reactions and chemotaxis (gene ontology) biological themes in both lines. This same gene expression profile was observed in bone marrow cells from these lines after Biogel stimulus [42], indicating the generalized action of selective pressure during the phenotype selection process.

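Pdpn, a gene of synovial fibroblasts, rose in AIRmax footpads from a log2 signal of 7.53 ± 0.27 to 9.43 ± 0.48 (mean ± SD, n = 4, adjusted p = 0.0241 from limma). In AIRmin it went from 7.40 ± 0.31 to 7.01 ± 0.24 (adjusted p = 0.39), and the responses differed by 2.29 (adjusted p of the interaction 0.00585). Socs3, an inhibitor of cytokine signalling, rose by 1.71 in AIRmax (adjusted p = 0.00265), with an interaction of 1.90 (adjusted p = 0.000417). In AIRmin the eosinophil chemoattractant gene Ccl24 changed by -0.76 (adjusted p = 0.0678) and the interleukin 36 gamma gene Il1f9 by 0.93 (adjusted p = 0.0909), and neither passed.
Among the 56 genes called in AIRmax, 11 of 46 gene lists were over-represented (one-sided Fisher's exact test), and 7 by the EASE score. For the inflammation and chemotaxis list the adjusted p was 1.23e-11, and 8 of its 11 called members were genes the study names. Those 11 became 1 without array 105. With the skeletal muscle score as a covariate, chosen after seeing the data, only 1 of all genes passed in AIRmax. That score went with treatment in AIRmax, so this fit can also take the response away. In AIRmin limma called no gene, so no list was tested for over-representation. The list's median log2 fold change was 0.32 in AIRmax (camera, adjusted p = 7.6e-07, or adjusted p = 0.316 with an estimated correlation) and -0.06 in AIRmin (0.0485, or 0.687 with an estimated correlation). Its responses differed by a median of 0.35 (1.94e-10, or 0.199 with an estimated correlation).
By camera 30 lists changed in AIRmax, 15 up and 15 down, and 25 in AIRmin, 4 up and 21 down. None did so in either line with an estimated correlation, and fry called 14 and 0. The 16 genes of the interleukin 1 family, 4 of them named by the study, had a median of 0.27 in AIRmin (adjusted p = 0.000128, or 0.306 with an estimated correlation).

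**Figure D3:**
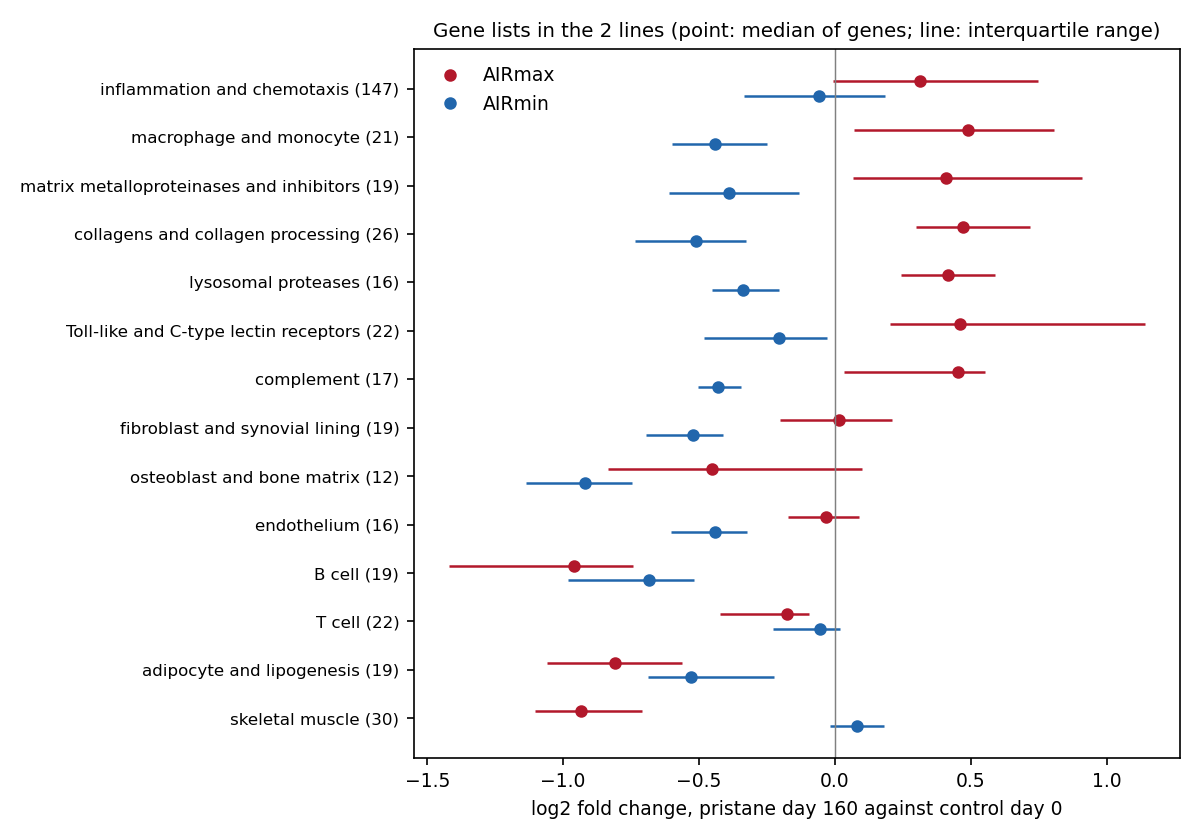
Log2 fold change from control footpads at day 0 to pristane footpads at day 160 (horizontal axis) for 14 gene lists (vertical axis) in AIRmax (red) and AIRmin (blue) mice. Points are the medians over the genes of a list and lines their interquartile ranges, for example 0.47 in AIRmax and -0.51 in AIRmin for the collagens.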

Ibrahim and collaborators investigated the gene expression profiles of inflamed paws in DBA1 inbred mice using a similar approach for collagen-induced arthritis [43]. 

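The matrix metalloproteinase gene Mmp19 rose in AIRmax footpads from a log2 signal of 6.35 ± 0.27 to 8.00 ± 0.48 (mean ± SD, n = 4), a log2 fold change of 1.65 (standard error 0.24, adjusted p = 0.0355 from limma). P4ha3, an enzyme of collagen synthesis, went from 5.31 ± 0.22 to 6.77 ± 0.42 (adjusted p = 0.0355). Icam1, an adhesion molecule of endothelium and leukocytes, was at 7.49 ± 0.27 and 8.11 ± 0.20 (adjusted p = 0.14) and did not pass, although the groups did not overlap. The replication helicase gene Mcm6 was at 8.42 ± 0.48 and 8.61 ± 0.34 (adjusted p = 0.77). In AIRmin none of these genes passed, and the interaction test called Mmp19 at 1.91 (adjusted p = 0.0175) and P4ha3 at 1.71 (adjusted p = 0.0231).
Of 19 matrix metalloproteinases and inhibitors, none named by the study, Timp1, Mmp3 and Mmp19 rose in AIRmax, or 8 higher and 2 lower adjusted over the list alone. The median log2 fold change was 0.41 (camera, adjusted p = 0.000455, or adjusted p = 0.194 with an estimated correlation). Of 26 collagens and collagen enzymes, 1 rose over all genes and 13 adjusted over the list alone, with positive changes in all 26 (adjusted p = 3.56e-11, or 0.306 with an estimated correlation). In AIRmin the same lists had medians of -0.39 and -0.51, and the interaction called 3 genes of each. Of 15 leukocyte adhesion genes limma called 0 in AIRmax, and 0 adjusted over the list alone (median 0.13, camera adjusted p = 0.504). Of 24 cell cycle genes it also called 0 by both measures (median 0.07, camera adjusted p = 0.888).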

In that work, inflammation resulted in increased gene expression of matrix metalloproteinases, and immune-related extra-cellular matrix and cell-adhesion molecules, as well as molecules involved in cell division and transcription, in a manner very similar to our model. However, the total number of differentially-expressed genes involved in the inbred mouse model (223) was lower than in our model (419), suggesting that the heterogeneous background of AIRmax and AIRmin mice permitted a larger genome involvement in this phenotype.

The high acute inflammation observed in AIRmax mice appears to result from the accumulation of three convergent elements during their selection: 1) higher numbers of neutrophils in their bone marrow, as a consequence of an elevated response to granulopoietic cytokines; 2) high concentrations of chemotatic factors in their exudates; and, 3) strong resistance of their neutrophils to spontaneous apoptosis [7]. Consistent with these alterations, AIRmax mice are more susceptible to arthritis [1], LPS shock [6], and colon carcinogenesis [44]. However, this high-responder line demonstrated extreme resistance to bacterial infections [3] as well as to lung [45] and skin carcinogenesis [2]. Neutrophils are the first cells to be recruited to a damaged site [46], and CXC chemokines (including CXCL2 and CXCL1) are the most critical inflammatory mediators for this recruitment [47]. 

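Macrophage scavenger receptor 1 (Msr1), which takes up modified lipoproteins and bacteria, rose in AIRmax footpads from a log2 signal of 6.59 ± 0.19 to 8.41 ± 0.34 (mean ± SD, n = 4), a log2 fold change of 1.82 (adjusted p = 0.0098 from limma). In AIRmin it was at 6.50 ± 0.05 in control and 6.08 ± 0.32 in pristane footpads (adjusted p = 0.277). The responses differed by 2.23 (standard error 0.24, adjusted p = 0.000427), and at day 160 AIRmax was 5.01-fold higher (adjusted p = 0.00238). Hmox1 was at 8.67 ± 0.70 in AIRmax control footpads and at 8.22 ± 0.28 in AIRmin control footpads. It did not pass for the AIRmax response (log2 fold change 0.43, adjusted p = 0.54) or for the interaction (0.63, adjusted p = 0.73). The AIRmax response of Cxcl5 was 2.78 (adjusted p = 0.0492), and its interaction of 2.98 passed (adjusted p = 0.021), with AIRmin signals near background. For Cxcl13 the AIRmax log2 fold change was 4.17 (adjusted p = 0.0576) and the interaction 3.86 (adjusted p = 0.0729), and neither passed. Cxcl1 had an interaction of 0.90 (adjusted p = 0.0993), and Cxcl9 one of -1.03 (adjusted p = 0.562). In AIRmax the log2 fold change after pristane was 0.84 for Cxcl1 (adjusted p = 0.0915) and -1.89 for Cxcl9 (adjusted p = 0.0613). Neither passed, and the groups did not overlap for either gene. Cxcl9 was thus lower in AIRmax pristane than in AIRmax control footpads, the direction that Figure 2 draws. In AIRmin its change was -0.86 (adjusted p = 0.193). Array values for both Slc11a1 sublines were not analysed here. The call of Msr1 between the lines at day 160 ended only with the skeletal muscle score as a covariate (log2 fold change 1.97, adjusted p = 0.434, where its range began at 1.35e-06).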

Among the differentially-expressed genes observed in the present work, inflammatory and chemokine genes on chromosome 5 and *macrophage scavenger receptor 1* (*Msr1*) and *hemeoxigenase 1* (*Hmox1*) genes on chromosome 8 appear to be the major candidates.

Chemokines are involved in leukocyte recruitment to inflammatory sites, such as to synovial tissue in rheumatoid arthritis (RA). However, they may also be homeostatic as these functions often overlap [48]. Chemokines have essential roles in the recruitment and activation of leucocyte subsets within tissue microenvironments, and stromal cells actively contribute to these networks. It has been demonstrated that inappropriate constitutive chemokine expression contributes to the persistence of inflammation by actively blocking its resolution [49]. This was likewise observed in lung carcinogenesis in our model, as transcriptome analysis revealed that the genes involved in transendotelial migration and chemokine-cell adhesion were differently-expressed in normal lungs of susceptible AIRmin and resistant AIRmax mice [50], suggesting important roles for these phenotypes in chronic diseases.

Macrophages play a central role in the pathogenesis of rheumatoid arthritis (RA), which is marked by an imbalance of inflammatory and anti-inflammatory macrophages in RA synovium. Although the polarization and heterogeneity of macrophages in RA have not been fully elucidated, the identities of macrophages in RA can potentially be defined by their products, including co-stimulatory molecules, scavenger receptors, different cytokines/chemokines and receptors, and transcription factors. Efforts have been made to understand polarization, apoptosis regulation, and the novel signaling pathways in macrophages [51]. Serum from rheumatoid arthritis patients (but not from healthy subjects) increased mRNA expression of the *Msr1* gene in macrophages. Human arterial endothelial cells are inhibited by both anti-IL-6 receptor antibodies (α-IL-6R Ab) and TNF-α receptors (p75)-Fc (TNFR-Fc), suggesting an important role for this receptor in chronic inflammatory disease [52].

Heme oxygenase-1 has potent antioxidant and anti-inflammatory functions, although the underlying mechanisms are not yet well understood [53]. The disruption of *Hmox1* in macrophages *in vivo* and the release of nonmetabolized heme cause tissue inflammation [54]. Additionally, expression of the *Slc11a1* gene has been associated with a twofold increase in *Hmox1* transcriptional levels in macrophages undergoing erythrophagocytosis [55]. Although *Hmox1* seems to alter macrophage activity, no involvement with arthritis is described in the literature. In the present work, AIRmax*^SS^* mice homozygous for the *Slc11a1 S* allele showed higher *Hmox1* and *Msr1* gene expression than AIRmax*^RR^* mice, suggesting that *Slc11a1* interacts with these two genes (figure 4). Similarly, chemokine genes are also up-regulated in AIRmax*^SS^* mice, evidencing a specific gene expression profile of this line that favors chronic inflammation and consequent susceptibility to arthritis. In this way, *Slc11a1 S* allele should alter the macrophage activity, promoting modulation of chemokines, heme oxygenase, apoptosis, transport, scavenger receptor and inflammatory genes expressed by these cells (Table 2).

The interaction of the *Slc11a1 S* allele with high inflammatory background QTL in AIRmax mice modulated the Biogel-induced early acute inflammation, infection resistance [6], and pristane induced-arthritis [5]. AIRmax*^SS^* also showed faster ear-wound closure than AIRmax*^RR^* mice, suggesting that the *Slc11a1S* allele favors ear tissue regeneration [8].

Taken together, the results of the present work provide interesting insights into the molecular inflammatory mechanisms involved in arthritis onset, and may also exert influences on other experimentally induced diseases. Further studies will be necessary to gain a thorough understanding of the genetic and cellular mechanisms involved in arthritis progression and to provide models for investigating therapeutic treatments that could modulate inflammatory events.

How the deposited data were processed for this re-analysis (not part of the article)

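Total RNA from footpads of AIRmax and AIRmin mice was measured on 16 Affymetrix Mouse Gene 1.0 ST arrays, 4 for each line and treatment, with control footpads at day 0 and pristane footpads at day 160. Each group held 2 males and 2 females. The deposited values are log2 signals per probe set, normalized by the authors before deposition. The sample titles name the gene-level output of RMA (background correction, quantile normalization and median polish), and the submitters' notes name MAS5. No version of either is given. The values behave as log2 RMA signals, with near-equal quartiles on all arrays, and were used as they are, with no further transformation. The study's standardization over each array was run as an alternative.

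Probe sets were joined to genes through the annotation of the series. Of 35556 probe sets, 23410 were annotated, 21789 of them naming 1 gene and 1621 naming several, and 12146 named no gene. Probe sets with several genes or none were left out. Of those naming 1 gene, 21698 matched a RefSeq gene by Entrez number. A gene with more than 1 probe set (999 genes) was represented by the one with the highest mean over the 16 arrays, which gave 19938 genes. Positions for 19856 of them came from GRCm38.p6, which is used only to count genes inside the intervals the paper gives, since the paper names no build.

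Each comparison of 2 groups was fitted with limma 3.58.1 (lmFit and eBayes with a constant prior) in R 4.3.3 on the arrays of those groups. The response in AIRmax minus that in AIRmin was fitted on all 16 arrays as an interaction contrast, and the sex by pristane contrast in AIRmax on 8 cells of line, treatment and sex. P values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Every adjusted p given for a gene comes from these fits, unless another fit is named with it. Groups without overlap have every array of one above every array of the other, which chance gives for 2.86% of genes. Standard errors are those of limma.

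Gene lists, 46 in all, were tested by camera with its preset correlation of 0.01, by camera with an estimated correlation and by fry. Over-representation among called genes was tested by a one-sided Fisher's exact test and by the EASE score, which removes 1 called gene from a list. All list p values were adjusted over the 46 lists. Counts adjusted over the list alone use the Benjamini-Hochberg method over the members of that list. The score of a list on an array is the mean deviation of its genes from their means over the 16 arrays. Genes named in the text are those of the study's tables and figures, the 10 largest rises and falls of each comparison among called genes without overlap, the 5 most positive and most negative calls of the interaction, the 4 members of each list with the smallest p, and the 5 largest called rises and falls of each interval.

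The alternatives fixed in advance were the mean of a gene's probe sets, all annotated probe sets, genes above the median signal only, standardized arrays, quantile normalization, all 16 arrays in 1 fit, sex as a covariate, a trended robust prior, a change of at least 2-fold, the EASE score, an estimated correlation, intervals widened by 5 Mb, each array left out in turn, and SAM. SAM was written anew for this work from its published description (unpaired groups, all relabellings of the arrays, false discovery rate of 0.05), since the program was not at hand. Later additions were the score of 6 granulocyte precursor genes as a covariate, the 4 arrays with the highest such score left out, the skeletal muscle score as a covariate, and ratios of unlogged means.

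The fits were tested on simulated data with each gene's own mean and spread, into which 100 genes changed 2-fold and 100 genes changed 4-fold were set, and with a T cell list shifted as a whole. The labelled sex was checked with Xist and the Y-linked genes. Other splits of the arrays were counted, all 35 for groups of 4 and 100 draws for the interaction, for which 100 draws with reassigned residuals of an additive fit were added later. Relations between scores were tested by permutation with 1e+05 resamples. Array signal has no counted depth, and the spread among the 4 arrays of a group sets the precision of each value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures. Gene Ontology terms, quantitative PCR and data on the Slc11a1 sublines were not used here.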

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

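The test on array 108, the tests of bone marrow in the sample and the draws of reassigned residuals were chosen only after the result was seen, as were the added marker gene lists.

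Single arrays lay far from the other 3 of their group in 12 of 228 groups of values, where chance gives about 1 in 20. For genes these were Cxcl1 on AIRmax control array 106 (6.134, others 5.84 to 5.854) and on AIRmin pristane array 119 (6.429, others 6.072 to 6.129). Bcl3 stood apart on AIRmin control array 116 (6.623, others 6.332 to 6.339) and H2-Ea on AIRmax control array 105 (3.828, others 4.024 to 4.063). For scores of gene lists they were the CXC chemokines on AIRmin control array 115 (-0.486, others -0.215 to -0.163) and the ADAMTS family on AIRmin control array 114 (-0.027, others 0.074 to 0.092). The cartilage score was apart on AIRmin control array 116 (0.499, others 0.204 to 0.239), and the dendritic and Langerhans cell score on AIRmax control array 107 (0.299, others 0.059 to 0.096). AIRmax control array 108 was apart in 4 scores: neutrophil (1.77, others 0.045 to 0.21), plasma cell (0.576, others -0.097 to -0.043), other proinflammatory mediators (0.257, others -0.156 to -0.149) and skeletal muscle (-0.321, others 0.194 to 0.264).

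The neutrophil signal of array 108 belongs to a wider pattern: granulocyte precursor genes such as Elane are uneven between arrays of a group, highest on arrays 108, 109, 112 and 118 (scores 2.301, 2.286, 2.229 and 1.584). A footpad as arthritic as the 4 AIRmax pristane footpads is argued against for array 108, which reaches the range of the pristane arrays in 5 of the 76 genes called without it. An earlier form of that test left it open, with array 108 closer to the pristane mean in 29 of the 76 and a median position of 0.357. Its inflammation score of 0.276 lies above the lowest AIRmax pristane array (0.238) and the highest other control (0.07), so a milder inflammation of that footpad stays open. Bone marrow in the footpad sample could give the pattern, since the erythroid score (r = 0.569, permutation p = 0.0392 adjusted over 3 relations) and the B cell precursor score (r = 0.565, adjusted permutation p = 0.0392) rise with it within groups. By rank both adjusted p are 0.058, and the erythroid relation falls to r = 0.382 without arrays 118 and 108, against 0.69 for B cell precursors. Infiltrating neutrophils stay open, since the mature neutrophil score follows the precursor score most closely (r = 0.991, adjusted permutation p = 9e-05, r = 0.988 without arrays 118 and 108), as either source would have it.

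The response to pristane differed between the lines for 34 genes by the interaction test, each with the more positive change in AIRmax. Among them were Mmp3 (4.288, adjusted p = 0.000924 from limma), Saa3 (4.205), Timp1 (3.068), Cxcl5 (2.983) and Tnfaip6 (2.894, adjusted p = 0.0242). The values of Saa3 and Cxcl5 are not exact, since their AIRmin signals lie near background. Draws that mix the lines within a treatment decide nothing here, since line differences then widen the spread (3 of 100 reached 34, the real one included, the highest other calling 1600). With line and treatment effects taken out first and the residuals reassigned, 3 of 100 draws reached 34, the real one included, which excludes chance at the 0.05 level. The other 2 called 766 and 1224 genes, many times the real count, and the reason for this was not tested.

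Control footpads, for which the study gives no separate comparison of the lines, differed between the lines at day 0 for 16 genes, 10 higher and 6 lower in AIRmax. At an unadjusted p under 0.05 there were 3345 genes, SAM called 280, and the lines did not overlap for 2059 (10.3%). The real split was the only 1 of 35 with as many called genes, so chance can be excluded for the fit without a covariate. The highest other split, males against females, gave 8. With the granulocyte precursor score as a covariate, chosen after seeing the data, the real split called 6 genes and the split by sex 136. There the real split did not stand alone. Without array 115 the count was 9.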

How the results depend on the processing

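The tests with the granulocyte precursor score, the muscle score and the 4 arrays rich in granulocyte precursor signal left out were chosen only after the result was seen. Counts are given in the order AIRmax response, AIRmin response, lines at day 160, lines at day 0 and interaction (56, 0, 271, 16 and 34 as reported), where they moved by over 1.5 times. With dim genes left out: 22, 44, day 0 7; inflammation list 2, 2 and 15, where fewer genes are tested. All 16 arrays in 1 fit: 338, 11, 1519, 35; list 35 and 59; intervals 18 (chromosome 5) and 28 (chromosome 8). Sex as a covariate: 109, 2, 173, day 0 31; chromosome 5 2. Trended robust prior: AIRmin 33, list 2, chromosome 5 2. Quantile normalization: AIRmin 4, day 0 27. Standardized arrays: interaction 61. All annotated probe sets: day 0 57. SAM: 754, 416, 1016, 280; list 45 and 7; intervals 13 and 19. At least 2-fold: lines at day 160 157, chromosome 5 1. Granulocyte precursor covariate: 473, 1114, 595, 6, 462; list 39, 27 and 50; chromosome 8 8. The 4 arrays left out: 426, 138, 134, interaction 84; list 25 and 2; intervals 1 and 1. Muscle covariate: 1 in AIRmax, 2 between the lines, interaction 8; list 0 and 0; intervals 0 and 0. Without single arrays the counts ran 4 to 107, 0 to 138, 14 to 520, 9 to 19 and 15 to 120; list 1 to 13, 0 to 2 and 3 to 34; chromosome 5 0 to 7 and chromosome 8 0 to 8. With an estimated correlation camera called 0 lists in each of the 5 comparisons, and the EASE score 7 in AIRmax and 7 between the lines. Cxcl9 turned from 0.096 to -0.168 with the granulocyte precursor covariate, -0.326 without the 4 arrays, and -0.175 to 0.342 without single arrays (below 0 without 109, and -0.052 without 117). Apart from the dim genes, the cause was not tested, and counts without single arrays can also fall from lost power. Of the other values under an alternative 296 kept their direction and side of the threshold or stayed within 1.5 times, while among the genes of Table 2 there were 20 values that newly passed and 18 that no longer did. Leaving out dim genes gave no value for Cxcl5, Cxcl9, Saa3 and Il21r, which fall below the median signal, and SAM was not run for the interaction. H2-Ea was called under all 20 alternatives that test genes at day 160. Standardizing or quantile normalization moved the median of all genes by under 0.1. Arrays give no counted depth, and background limits dim genes such as Il6. No paired analysis was possible because each replicate number belongs to 1 array.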

Differences from the paper's values

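The muscle and granulocyte precursor covariates, the fit without the 4 arrays rich in granulocyte precursor signal and the ratio of unlogged means are tests chosen only after the result was seen.

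The paper gives 419 differentially expressed genes between the lines, found with SAM at a false discovery rate of at most 5%. The count here is 271 with limma at an adjusted p under 0.05, over genes rather than probe sets. It compares pristane footpads only. The paper's abstract names control paws beside arthritic ones as sources of RNA for its count, but not how the control paws entered it. Of the alternatives set before the data were examined, standardized arrays (333), quantile normalization (337) and the fit without AIRmax pristane array 110 (520) come within 1.5 times the paper's count. The others do not: the mean of probe sets (264), all annotated probe sets (272), dim genes left out (205), all 16 arrays (1519), sex as a covariate (173), the trended robust prior (249), SAM as written here (1016), at least 2-fold (157) and the fits without any other single array (14 to 261). With the granulocyte precursor covariate, chosen after seeing the values, the count is 595. It drops none of the 271 genes, and of the genes of Table 2 it leaves uncalled Cxcl1, Cxcl9 and Il21r. Of the other fits chosen after seeing the values, the muscle covariate gives 2 and the fit without the 4 arrays 134, with 89 of the 271 among them.

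For Cxcl1 the paper gives a ratio of AIRmax over AIRmin of 3.78 and the arrays give 1.485. None of the 21 alternatives closes the gap (1.296 to 1.616), although Cxcl1 is called with all 16 arrays in 1 fit (adjusted p = 0.0286 from limma). For Cxcl9 the paper gives 2.67 and the arrays 1.069, and none of 20 alternatives closes the gap (0.7978 to 1.524) or calls the gene. For 8 of the other 9 measured genes of Table 2 the ratio of unlogged means, chosen after seeing the values, gives the paper's ratio to the digits printed, and for Cxcl1 and Cxcl9 it gives 1.513 and 1.093. For H2-Ea it gives 0.03814, where the paper gives 0.03. It changes no call, since it is a ratio without a test.

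Of the 11 genes of Table 2 measured here, 6 passed, and Slc11a1, which the paper also lists, was not analysed here. Slc15a3, Il21r and Bcl3, which the paper lists, did not pass (adjusted p from 0.0521 to 0.057). All 3 passed with all 16 arrays, quantile normalization and SAM, and Bcl3 and Slc15a3 also with standardized arrays and without AIRmin pristane array 118. With the granulocyte precursor covariate, chosen after seeing the values, Bcl3 and Slc15a3 passed. Without the 4 arrays rich in that signal Bcl3 and Il21r passed, and Il21r did without array 109 or 110.

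Of the 40 genes of the AIRmax panel of Figure 2, 10 passed and 30 did not, all with the paper's direction. Of 7 measured genes of the AIRmin panel 0 passed over all genes, again all with the paper's direction. In Figures 3, 4 and 5, 23 of 24, 14 of 20 and 9 of 13 measured genes passed. The paper's direction was met by all of these but the brightest probe set of Myo18b (0.116), whose other 19 probe sets met it (-0.264 to -1.24).

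The paper places the genes of Figures 4 and 5 in the confidence intervals on chromosomes 5 and 8. In GRCm38.p6, 3 of the 20 measured genes of Figure 4 and 6 of the 13 of Figure 5 lie inside the limits the paper gives, and 17 and 7, among them Msr1, lie elsewhere on the same chromosomes. The build of the paper's limits is not stated.

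The paper describes over-representation of inflammation and chemotaxis genes in both lines. In AIRmax the list was over-represented (11 of 147 called), and in AIRmin limma called 0 genes, 2469 at an unadjusted p under 0.05, and SAM 416, 7 of them on the list. The paper likens the arthritic footpads to a model with raised cell adhesion and cell division genes. In AIRmax limma called 0 of 15 leukocyte adhesion genes and 0 of 24 cell cycle genes, and the medians were 0.134 and 0.068, while 3 of 19 matrix metalloproteinases and inhibitors rose.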

Other observations

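The tests of less bone marrow in pristane footpads, the day 0 count of interval genes without single arrays and all counts of splits other than those of the 5 gene counts were chosen only after the result was seen.

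In control footpads at day 0, Pla2g2a, a secreted phospholipase gene, had a log2 signal of 7.56 ± 0.24 in AIRmax and 4.89 ± 0.19 in AIRmin (mean ± SD, n = 4). It was 6.37-fold higher in AIRmax (adjusted p = 3.83e-05 from limma). The kinase gene Prkx was higher in AIRmax by 1.76 (adjusted p = 2.97e-05) and Tlr1 by at least 1.18 (adjusted p = 0.00942), its AIRmin signal lying near background. Tpsab1 was 6.92-fold lower in AIRmax (adjusted p = 0.00476), and the glyoxalase gene Glo1 was lower (log2 fold change -1.10, adjusted p = 0.022). Of 20 neutrophil genes none passed at day 0, and 16 were higher in AIRmax adjusted over the list alone (median 1.77, camera adjusted p = 2.48e-10, or 0.501 with an estimated correlation). The 6 granulocyte precursor genes had a median of 2.09 there and none passed, the erythroid score was 0.53 ± 0.90 in AIRmax and -0.39 ± 0.80 in AIRmin, and array 108 had the highest neutrophil score of the control arrays. By camera 21 of 46 lists differed, 17 higher and 4 lower in AIRmax, and none with an estimated correlation. The probe set named for Kcnma1 was at least 68.2-fold higher in AIRmax at day 160 (9.69 ± 0.45 against 3.60 ± 0.41, a signal not shown to exceed background), while the other probe set of that gene differed by 0.193, so its name is in doubt.

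In AIRmin footpads no gene passed, and no list was called by fry or by camera with an estimated correlation. Of 12 osteoblast genes all 12 were lower adjusted over the list alone (median -0.92, camera adjusted p = 1.56e-13, or 0.306 with an estimated correlation), as were 19 of 26 collagens and collagen enzymes (also 0.306 with an estimated correlation). Omd, a keratan sulfate proteoglycan gene of bone, went from 6.13 ± 0.22 to 5.00 ± 0.35 (adjusted p = 0.0517). In AIRmax 16 of 19 adipocyte genes were lower adjusted over the list alone (median -0.81, camera adjusted p = 1.62e-14, or 0.194 with an estimated correlation). Of 30 skeletal muscle genes 21 were lower by that measure in AIRmax (median -0.94, or an adjusted p of 0.302 with an estimated correlation), and in AIRmin the median was 0.08. Of the cytokine genes of Table 1, Il1b passed between the lines at day 160. Il6 (3.30 ± 0.85 in AIRmax and 2.10 ± 0.19 in AIRmin, adjusted p = 0.121) and Tnf (log2 fold change 0.95, adjusted p = 0.0816) did not. Nor did Il10 (0.77, adjusted p = 0.135), Il12a (0.00, adjusted p = 0.997) and Csf2 (0.04, adjusted p = 0.908). The AIRmin signals of Il6, Il10 (3.27) and Csf2 (3.35) lie below that of Xist in males (3.45 to 4.32). They are not shown to exceed background, so these differences are not exact. Csf2 lies there in AIRmax too (3.39), so its test can neither show nor exclude a difference. The sex by pristane test in AIRmax called 0 genes by limma, with 643 at an unadjusted p under 0.05, and 0 with quantile normalization, the trended robust prior or the AIRmax arrays alone.

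Medians of the B cell list were below 0 after pristane in both lines, at -0.96 in AIRmax (-1.141 to -0.847 without single arrays, 5 of 19 genes called) and -0.683 in AIRmin (-0.834 to -0.627, none called), with adjusted p of 0.193 and 0.306 by camera with an estimated correlation. Less bone marrow in pristane footpads stays open in AIRmax. With the granulocyte precursor score as a covariate, 9 mature B cell genes, 5 of which had been seen among the falls, had a median of -1.367. It ran from -1.48 without array 110 to -1.274 without 111, against -1.349 without the covariate. This cannot decide, since that score hardly differed between AIRmax control (0.73 ± 1.06) and pristane footpads (0.88 ± 1.59). In AIRmax the erythroid score went from 0.53 to 0.04 and the B cell precursor score from 0.37 to 0.07. Lymph node tissue in control footpads cannot be told apart from a loss of B cells, since the T cell list changed by -0.175 in AIRmax and -0.053 in AIRmin. The first lies between the bounds set for that test, and the second crosses its bound of -0.1 without array 118 (-0.108), while age and time after pristane stay open and untested. The score of 10 lymph node stroma and venule genes, Cr2 among them, was lower in pristane footpads without overlap in AIRmax (-0.23 ± 0.18 against 0.12 ± 0.05) and AIRmin (-0.06 ± 0.08 against 0.17 ± 0.07), which goes with lymph node tissue, although camera did not call the list (adjusted p = 0.0693 and 0.0535).

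Of the 8 genes of both intervals called between the lines at day 160, 1 (Lrrc25, 0.803 at day 0, adjusted p = 0.181 from limma) had a day 0 difference of the same sign and at least 0.5 times the size. All 8 had the same sign at day 0. The count was 0 without array 109, 110, 113, 115, 118 or 120, 2 without 106, 114 or 116 and 4 without 107. A line difference already present at day 0 thus cannot be told apart from one that came later. The paper dates day 0 from the second pristane injection, while the sample labels set a control group apart from a pristane-induced group. Whether day 0 preceded all pristane is not stated. The line difference of Cxcl13 was 0.546 at day 0 and 4.401 at day 160, but its interaction did not pass (adjusted p = 0.0729). Hhip fell in AIRmax after pristane (-1.724, adjusted p = 0.0455). It was already lower in AIRmax at day 0 without overlap (-0.372), and it changed by -0.545 in AIRmin (adjusted p = 0.121). Its fall thus does not decide the question. No gene of the intervals passed the interaction test, so a difference in response is not shown, and sequence variants under the probes were not tested.

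Other splits of the same arrays were counted for each count. For the AIRmax response 2 of 35 splits reached 56 genes, the highest other calling 72 with the arrays 105, 108, 109 and 112 against the rest, which include 3 of the 4 arrays rich in granulocyte precursor signal, so chance could not be excluded. In AIRmin all 35 splits reached the count of 0, the highest other calling 6. Between the lines at day 160 the real split was the only 1 of 35 with as many genes (271, highest other 5), and chance can be excluded. The inflammation list (29, highest other 0) and the intervals (4 each, highest other 0) only restate this, since no other split called more than 5 genes in all. For the list in AIRmax the real split stood alone (11, highest other 2), but the study named 8 of these 11 genes from the same arrays, so this is no independent test. In AIRmin all 35 splits reached 0. For lists called by camera with its preset correlation, the real split stood alone in AIRmax (30, highest other 29) and between the lines at day 160 (33, highest other 31). With an estimated correlation 0 lists were called in either comparison. Chance can thus be excluded only for the preset correlation, and by narrow margins. It could not be excluded in AIRmin (25, reached by 11 of 35, highest other 37) or at day 0 (21, reached by 11, highest other 28). For the lists of the interaction (31, reached by 5 of 100 draws, highest other 35) the draws decide nothing, for the reason given for its genes. With the granulocyte precursor score as a covariate the real split stood alone in AIRmax (473, highest other 29) and in AIRmin (1114, highest other 8). It also did between the lines at day 160 (595, highest other 47). It did not at day 0, where it called 6 genes and the split of males against females called 136.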
